# NAT10-Mediated N4-Acetylcytidine of RNA Contributes to Post-transcriptional Regulation of Mouse Oocyte Maturation *in vitro*

**DOI:** 10.3389/fcell.2021.704341

**Published:** 2021-07-30

**Authors:** Yuting Xiang, Chuanchuan Zhou, Yanyan Zeng, Qi Guo, Jiana Huang, Taibao Wu, Jiawen Liu, Qiqi Liang, Haitao Zeng, Xiaoyan Liang

**Keywords:** IVM, NAT10, N4-acetylcytidine, post-transcriptional modulation, RNA modification, oocyte

## Abstract

N4-acetylcytidine (ac4C), a newly identified epigenetic modification within mRNA, has been characterized as a crucial regulator of mRNA stability and translation efficiency. However, the role of ac4C during oocyte maturation, the process mainly controlled via post-transcriptional mechanisms, has not been explored. N-acetyltransferase 10 (NAT10) is the only known enzyme responsible for ac4C production in mammals and ac4C-binding proteins have not been reported yet. In this study, we have documented decreasing trends of both ac4C and NAT10 expression from immature to mature mouse oocytes. With NAT10 knockdown mediated by small interfering RNA (siRNA) in germinal vesicle (GV)-stage oocytes, ac4C modification was reduced and meiotic maturation *in vitro* was significantly retarded. Specifically, the rate of first polar body extrusion was significantly decreased with NAT10 knockdown (34.6%) compared to control oocytes without transfection (74.6%) and oocytes transfected with negative control siRNA (72.6%) (*p* < 0.001), while rates of germinal vesicle breakdown (GVBD) were not significantly different (*p* = 0.6531). RNA immunoprecipitation and high-throughput sequencing using HEK293T cells revealed that the modulated genes were enriched in biological processes associated with nucleosome assembly, chromatin silencing, chromatin modification and cytoskeletal anchoring. In addition, we identified TBL3 as a potential ac4C-binding protein by a bioinformatics algorithm and RNA pulldown with HEK293T cells, which may mediate downstream cellular activities. Taken together, our results suggest that NAT10-mediated ac4C modification is an important regulatory factor during oocyte maturation *in vitro* and TBL3 is a potential ac4C-binding protein.

## Introduction

*In vitro* maturation (IVM) of oocytes is an essential technique in clinical practice of assisted reproductive technology and research of reproductive biology (Walls et al., 2015; Saenz-de-Juano et al., 2019). But the quality and developmental competence of oocytes maturated *in vitro* are still suboptimal (Walls et al., 2015; Li et al., 2021). Further investigation on the regulatory mechanisms of oocyte maturation is necessary.

Oocyte maturation is the physiological event that precedes, and is required for, successful fertilization and embryo development. Human and mouse oocytes enter the early stages of meiosis during fetal life and remain arrested at the diplotene stage of prophase I, also called germinal vesicle (GV)-stage, until they are committed to ovulation or atresia. Unlike somatic cells, transcription and translation are uncoupled during different stages of oocyte maturation. The maternal transcriptome is accumulated during the growth phase of oogenesis and transcription ceases in full-grown GV oocytes. When triggered by hormones, GV-stage oocytes complete meiosis I (MI) and advance to metaphase II (MII), accompanied by utilization of the assembled maternal mRNA. Also, oocyte maturation triggers a transition from mRNA stability to instability, leading to actively degradation of approximately 20% of total maternal transcriptome (Su et al., 2007; Ma et al., 2015). Therefore, post-transcriptional regulation underpinning mRNA stability and translation is a key determinant of gene expression during oocyte maturation (Ivanova et al., 2017). However, the detailed mechanism underlying the subtle regulation remains to be unraveled.

Epigenetic modifications of messenger RNA (mRNA) are emerging as an important component of post-transcriptional control over gene expression involving multiple processes including pre-mRNA splicing, mRNA localization, translation initiation, and mRNA degradation (Wang et al., 2014; Edupuganti et al., 2017; Huang et al., 2018). More than 170 types of RNA modifications have been identified and some of them have been reported to participate in various biological processes, including embryo development, tumorigenesis, and the pathogenesis of metabolic syndrome (Ivanova et al., 2017; Stricker et al., 2017; Huang et al., 2018; Tuncel and Kalkan, 2019). It is of great significance to explore the profiles of mRNA modifications during IVM and identify the critical epigenetic event, which can potentially optimize the culture conditions of IVM and achieve better clinical outcomes. Ivanova et al. (2017) found that YTHDF2, a reader of N6-methyladenosine (m6A) modification, is an intrinsic determinant of mammalian oocyte competence and early zygotic development by binding and destabilizing m6A-modified mRNA during oocyte maturation. Another m6A reader YTHDC1 regulates alternative polyadenylation and splicing during mouse oocyte development (Kasowitz et al., 2018). However, limited by inadequate samples and detection methods, the roles of other mRNA modifications in IVM remain unexplored.

Recently, N4-acetylcytidine (ac4C) has been newly identified as an mRNA modification, which is also a key determinant of post-transcriptional regulation (Arango et al., 2018). ac4C was initially detected in the bacterial transfer RNA (tRNA) anticodon (Stern and Schulman, 1978) and subsequently described in eukaryotic serine and leucine tRNAs and 18S ribosomal RNAs (rRNA) (Boccaletto and Baginski, 2021). Arango et al. (2018) utilized transcriptome-wide approaches and found that ac4C is widely distributed within the human transcriptome with many sites in coding sequences. It is also revealed that mRNA acetylation within coding sequences promotes translation and mRNA stability, while ac4C in wobble sites stimulates translation efficiency (Arango et al., 2018). Since modulation of mRNA stability and translation is the critical event during oocyte maturation, whether ac4C modification participates in the regulation of this process remains to be elucidated.

In addition, it has been known so far that ac4C modification within mRNA, tRNA and 18s rRNA of various species are catalyzed by the N-acetyltransferase 10 (NAT10) enzyme or its homologs (Chimnaronk et al., 2009; Ito et al., 2014; Sharma et al., 2015; Jin et al., 2020). In mammals, NAT10 is the only known RNA acetyltransferase (writer) and is responsible for the ac4C production within a broad range of mRNAs (Arango et al., 2018). However, the recognition of ac4C modification and mechanisms mediating downstream processes remain poorly understood. ac4C-binding proteins (readers) which preferentially bind to ac4C and elicit downstream functions have not been reported yet.

In this study, we sought to investigate the role of NAT10-mediated ac4C modification during oocyte maturation *in vitro*. We observed significantly decreasing trends of both ac4C and NAT10 expression from immature to mature oocytes. NAT10 knockdown in GV-stage mouse oocytes resulted in reduced rate of first polar body extrusion. RNA immunoprecipitation (RIP) and High-throughput sequencing using HEK293T cells revealed that the dysregulated genes were enriched in biological processes associated with oocyte maturation, including nucleosome assembly, chromatin silencing, chromatin modification and cytoskeletal anchoring. Our data further indicated that Transducin beta-like protein 3 (TBL3) is a potential ac4C-binding protein, through which ac4C modification modulates downstream cellular activities.

## Materials and Methods

### Animals

All C57BL/6 mice were purchased from GemPharmatech Co., Ltd. (Nanjing, China) and subjected to an adaptation period of one week before the experiments. The mice were housed in the animal facilities with a 12 h:12 h light/dark cycle, controlled temperature (22–24°C) and humidity (50–60%), with free access to water and food. All procedures were approved by the Animal Care and Use Committee of the Sixth Affiliated Hospital, Sun Yat-sen University (Guangzhou, China) (ethical approval number: IACUC-2020120401).

### Oocyte Collection

For the collection of GV-stage oocytes, 4–5 weeks old females C57BL/6 mice were injected intraperitoneally with 10U of pregnant mare serum gonadotropin (PMSG) (Ningbo Second Hormone Factory, Hangzhou, China). Forty six to forty eight hours after PMSG treatment, cumulus-enclosed oocytes were harvested from ovaries by puncturing antral follicles with a sterile needle in M2 medium (Sigma-Aldrich, MO, United States; Cat# M7167). Denuded GV oocytes were isolated with hyaluronidase (Sigma-Aldrich; Cat# 37326-33-3) and repeatedly pipetting.

For the collection of MII-stage oocytes, 4–5 weeks old females were injected with 10U of PMSG and after 46–48 h with 10U of human chorionic gonadotropin (hCG) (Ningbo Second Hormone Factory). Cumulus-enclosed oocytes were isolated from the oviduct 14 h after hCG stimulation. MII-stage oocytes with a first polar body were separated from the cumulus cells with hyaluronidase and repeatedly pipetting in M2 media.

### NAT10 Knockdown by Electroporation and Oocyte *in vitro* Maturation

Three specific small interfering RNAs (siRNAs) specifically targeting mouse NAT10 transcripts were synthesized by GenePharma Company (Shanghai, China). The sequences were listed in Supplementary Table 1. Electroporation was employed to deliver siRNAs into GV-stage oocytes using Pulse Generator CUY21EDIT II (BEX Co., Ltd., Tokyo, Japan) according to the manufacturer’s instructions. Briefly, denuded GV-stage oocytes were incubated in prewarmed Tyrode’s solution (Leagene, Beijing, China; Cat# CZ0060) for 10s to weaken the zona pellucida. The siRNAs were diluted to 400nM in OPTI-MEM (Gibco, California, USA; Cat# 31985-062). GV-stage oocytes were transferred to the siRNA-containing Opti-MEM medium. Then oocytes and medium (total volume of 5 μl) were added into a flat electrode chamber and arranged linearly between two paralleled electrodes. The electroporation parameters were 30 volts in amplitude, 1 ms pulse width and 4 pulses at intervals of 50 ms. After electroporation, the oocytes were immediately washed three times and placed in Opti-MEM medium. Thirty minutes later, oocytes were transferred into IVM medium supplemented with 50 μM 3-isobutyl-1-methyl-xanthine (IBMX) (MCE, Shanghai, China; Cat# HY-12318). The basic IVM medium was TCM-199 (Gibco; Cat# 31100035) supplemented with 0.2 mM sodium pyruvate and 10% fetal bovine serum (FBS). The oocytes were cultured in IBMX-containing medium for 24 h in a humidified atmosphere of 5% CO_2_/95% air at 37°C, to keep them arrested at GV stage and facilitate the degradation of NAT10 mRNA. Oocytes were then washed and incubated in IBMX-free IVM medium for another 14 h, followed by observation of oocyte morphology under light microscope and calculation of maturation rates.

### Immunofluorescence Staining of Oocytes

Denuded oocytes were fixed and permeabilized using 1% paraformaldehyde, 0.2% Triton X-100 in phosphate buffered saline (PBS) for 1 h at room temperature, and then blocked in 3% bovine serum albumin (BSA) in PBS for 1 h. Incubation with first antibodies against ac4C (1:200, abcam, Cambridge, UK; Cat# ab252215) or NAT10 (1:200, ProteinTech, Wuhan, China; Cat# 13365-1) overnight was performed at 4°C, followed by three washes (5min each time) with 0.3% BSA. Incubation with cy3-conjugated secondary antibody (1:500, Earthox, CA, United States; E031620) was performed for 1 h at room temperature out of light, also followed by three washes with 0.3% BSA. Images were taken under an inverted fluorescence microscope IX73 (Olympus, Tokyo, Japan).

### Immunoblot Assay of Oocytes

A total of 200 oocytes were collected in 20 μl RIPA buffer (CWBIO, Beijing, China; Cat# CW2333S) and incubated at 95°C for 5 min in 2 × SDS loading buffer (GenStar, Beijing, China; Cat# E151-10). For dot blot, protein extracts were directly loaded to polyvinylidene fluoride membranes (Genstar; Cat# E195-201). For western blot, lysates were separated on 10% gels via SDS-PAGE and then transferred to the membranes. Thereafter, membranes were blocked with 5% skimmed milk for 1 h and incubated at 4°C overnight with the primary antibody against TBL3 (1:1,000, ABclonal, Wuhan, China; Cat# A10043). Detection of actin with antibody (Sigma-Aldrich; Cat# A2066) was used as an internal control. After three washes with PBST (0.2% Triton X-100 in PBS) and incubation with HRP-conjugated secondary anti-rabbit IgG antibody (1:2,000, Earthox; Cat# E030120-02), the membrane was scanned with a BIO-RAD ChemiDoc^TM^ Imaging System.

### Cell Lines and Transfection

Human embryonic kidney HEK293T cells and mouse Leydig TM3 cells (FuHeng Biology, Shanghai, China; Cat# FH0244 and FH0337, respectively) were maintained in high-glucose DMEM medium (Gibco; Cat# C11960500BT) supplemented with 10% FBS and 1% penicillin-streptomycin at 37°C and 5% CO_2_ in a humidified atmosphere. HEK293T cells were transfected with NAT10-overexpressing plasmids (GeneCopeia, Guangzhou, China; Cat# EX-I5674-M11) with Lipofectamine^TM^ 3000 Transfection Reagent (Thermo Fisher Scientific, MA, United States; Cat# L3000001) according to manufacturer’s instructions. To downregulate NAT10 expression in TM3 cells, siRNAs were introduced into cells using Lipofectamine^TM^ 3000 Transfection Reagent.

### RNA Extraction and Quantitative Real-Time PCR

Total RNA was extracted from cultured HEK293T cells using RNeasy Micro Kit (Qiagen, MD, USA; Cat# 74004) according to manufacturer’s instructions. First-strand complementary DNAs (cDNAs) were synthesized by reverse transcription using HiScript III RT SuperMix for qPCR (Vazyme, Nanjing, China, Cat# R323-01). Quantitative PCR (qPCR) was carried out using 2x RealStar Green Power Mixture (Genstar; Cat# A311-101) on a Roche LightCycler 480 II (Roche Diagnostics, Mannheim, Germany). The expression of β-actin was used as an endogenous control. The primers used in this study were listed as follows:

NAT10: forward: TTGGCTGGCAGCATTTTGGA,
  reverse: GGCTGACTTGGCTACGTTCC;
-actin: forward: GTGACGTTGACATCCGTAAAGA,
  reverse: GCCGGACTCATCGTACTCC.

### Dot Blot of RNA ac4C Modification

Dot blots were performed using a rabbit monoclonal anti-ac4C antibody (abcam; Cat# ab252215) as previously described (Sinclair et al., 2017). Briefly, indicated amounts of extracted RNA or synthetic RNA probes were denatured at 65°C for 5 min, followed by immediately chilling on ice for 2 min and spotted onto Hybond-N + membranes (GE Healthcare, Shanghai, China; Cat# RPN303B). After UV crosslinking, the membranes were blocked with 5% skimmed milk in PBST for 1 h at room temperature, and incubated overnight with anti-ac4C antibody in 5% BSA (1:1,000) at 4°C. Membranes were next washed three times with 0.1% PBST, incubated with HRP-conjugated secondary anti-rabbit IgG antibody (1:2,000, Earthox; E030120-02) in 5% skimmed milk for 1 h at room temperature, and scanned with a ChemiDoc^TM^ Imaging System (BIO-RAD, CA, United States). Quantification of blot intensity was performed using ImageJ software (version 1.8.0, NIH, MD).

### RNA-Seq and Data Analysis

Total RNA was extracted from NAT10-overexpressed or control HEK293T cells. High-throughput sequencing was performed at Magigen (Guangzhou, China). Briefly, purified RNA was first assessed for quality. After isolation and fragmentation of mRNA, cDNAs were synthesized. The fragments were then subjected to end-repair, 3′ adenylation and adaptors ligation. Suitable fragments were amplified by PCR for 13 cycles. The PCR products were cleaned up using beads, validated using an Qsep100 (Bioptic, Taiwan, China), and quantified by Qubit3.0 Fluorometer (Invitrogen, CA, United States). Then libraries with different indices were multiplexed and loaded on an Illumina HiSeq instrument according to manufacturer’s instructions (Illumina, CA, United States). Sequencing was carried out using a 2 × 150 bp paired-end (PE) configuration. All reads were mapped to human genome version hg19 by Hisat2 (v2.0.1) with default settings and reads count was converted to CPM (counts per million). Differential expression of genes was analyzed in edgeR. *P*-value and fold change (FC) of each gene were calculated. Genes showing altered expression with *p* < 0.05 and | logFC| > 1 was were considered as differentially expressed genes (DEGs). Using DAVID,^1^ the gene ontology (GO) enrichment including biological processes (BP), cellular components (CC) and molecular function (MF) were conducted, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was performed for DEGs. Bubble plots and bar plots were plotted by http://www.bioinformatics.com.cn, an online platform for data analysis and visualization.

### NAT10 RNA Immunoprecipitation Sequencing (RIP-Seq) and Data Processing

NAT10-overexpressed HEK293T cells with 80% confluency in 75 cm^2^ culture flasks were rinsed with cold PBS, placed on ice and detached mechanically using a cell scraper. Cells were centrifuged at 2,000 rpm for 8 min at 4°C and resuspended in 1 ml lysis buffer (50 mM HEPES [pH 7.5], 150 mM NaCl, 1mM DTT, 0.005% Triton X-100) supplemented with 0.5% NP40 and 1% protease inhibitor cocktail (APExBIO, TX, United States; Cat# K1007). Lysates were treated with 2 U/ml DNase I (Thermo Fisher Scientific; Cat# 18047019) at 37° for 5 min and immediately put on ice followed by clearing at 13,000 rpm for 5 min. Hundred microliter of cell lysates was reserved as input. Per each immunoprecipitation, 2.5μg polyclonal anti-NAT10 antibody (ProteinTech; Cat#:13365-1) or 2.5μg rabbit IgG control (FineTest, Wuhan, China; Cat# FNSA-0106) was conjugated to Protein A/G Magnetic Beads (MCE; Cat# HY-K0202) by incubation for 2 h at room temperature, followed by three washes and incubation with cell lysates for 4 h at 4°, supplemented with 36 μl 0.25M EDTA and 1 μl RNase inhibitor (APExBIO; Cat# K1046). After washing with lysis buffer for three times, the conjugated beads were incubated with 150 μl proteinase K buffer (117 μl lysis buffer, 15 μl 10% SDS, 18 μl 10 mg/ml proteinase K) for 30 min at 55°, with constant rotation. RNA was next extracted by phenol-chloroform-isoamyl alcohol mixture [pH < 5.0] and ethanol precipitation using 3M sodium acetate [pH 5.5], and analyzed by RNA-seq as described above. The RIP targets were defined as genes with CPM ≥ 1, IP/input ≥ 2, and *p* < 0.05, as described previously in the literature (Huang et al., 2018).

### *In vitro* Transcription and Purification of ac4C-Containing RNA Probes

RNA probes containing ac4C were synthesized as previously described (Sinclair et al., 2017). Briefly, DNA templates of the probes were *in vitro* transcribed using the T7 High Yield RNA Synthesis Kit (APExBIO; Cat# K1047) according to the manufacturer’s instructions. For acetylated transcripts, ac4CTP (MCE, Cat# HY-111815A) replaced CTP in the reaction mix. For both acetylated and unacetylated probes, 25% of UTP was replaced with biotin-16-UTP (Lucigen, WI, United States; Cat# BU6105H). Synthesized probes were purified by VAHTS RNA Clean Beads (Vazyme; Cat# N412) according to the manufacturer’s instructions. Specifically, the volume of RNA Clean Beads was 2.5-fold of the RNA solution considering the short length of RNA probes. The sequences of probes used in this study were listed in Supplementary Table 2.

### Prediction of ac4C Binding Proteins

Potential ac4C binding proteins were predicted by the online algorithms catRAPID^2^ (Agostini et al., 2013). We processed a catRAPID analysis and obtained the predicated binding proteins of ac4C sites. Briefly, the motifs enriched within ac4C peaks were obtained from the literature (Arango et al., 2018). We arranged the motifs in a tandem array and subjected this sequence to catRAPID omics to investigate its interactions with RNA-binding proteins (RBPs).

### Biotin-RNA Pulldown Assay

HEK293T cells were harvested at 80% confluence, washed with PBS and lysed in lysis buffer (50 mM HEPES [pH 7.5], 150 mM NaCl, 1 mM DTT, 0.005% Triton X-100) containing 1% protease inhibitor cocktail. Lysates were separated from insoluble cell debris by centrifugation (18,000 g for 10 min at 4°C), supplemented with 1 μg/μl RNase inhibitor and incubated with 100 μg yeast tRNA (Solarbio, Beijing, China; Cat# T8630) for 1 h at 4°C. Three microgram biotinylated RNA probes were denatured at 90°C for 2 min and immediately put on ice for at least 2 min. The RNA probes were mixed with Annealing Buffer for RNA oligos (5X) (Beyotime, Shanghai, China; Cat# R0051) and incubated for 20 min at room temperature, followed by incubation with pretreated cell lysates with constant mixing for 1 h. For each reaction, 50 μl streptavidin magnetic beads (Invitrogen; Cat# 65601) were pretreated with 100 μg yeast tRNA for 20 min and incubated with the above-mentioned cell lysates containing RNA-protein complexes for 30 min. After extensive washing, magnetic beads conjugated with RNA–protein complexes were resuspended in RIPA lysis buffer (Genstar; Cat# E121-01). The proteins interacting with the RNA probes were subsequently detected by liquid chromatography-mass spectroscopy/mass spectroscopy (LC-MS/MS) or western blotting analysis. The label-free mass spectrometry analysis and data processing were performed by GeneCreate Biological Engineering Co., Ltd. (Wuhan, China).

### Statistical Analysis

Statistical methods were adopted as appropriate using SPSS19.0 (SPSS Inc., IL, United States) and GraphPad Prism7 (GraphPad Software, CA, United States). Measurement data are presented as mean (SD) and Student’s *t*-test (two-tails) was used for comparison between two groups. Differences among more than two groups were estimated using one-way ANOVA. Counting data were expressed as n (%) and comparison was evaluated by Chi-square test. Results were considered statistically significant when *p* < 0.05.

## Results

### ac4C and NAT10 Were Downregulated During Oocyte Maturation

The expression profiles of human oocytes (GSE95477) were retrieved from the Gene Expression Omnibus (GEO).^3^ Data of GV-stage oocytes and MII-stage oocytes maturated *in vitro* were included in this study. Differential expression analysis identified 2,007 and 2,382 genes that were up- and down-regulated during IVM, respectively, while 12,337 genes remained constant. To explore whether ac4C modification plays a role in oocyte maturation, transcripts with potential ac4C sites were obtained from a previous study (Arango et al., 2018), and we calculated the percentages of potentially acetylated transcripts in the up-regulated, down-regulated, and unchanged genes. Interestingly, transcripts with potential ac4C sites were enriched in down-regulated genes (Figure 1A). Next, immunostaining performed using an antibody against ac4C modification on mouse oocytes revealed a significantly decreasing trend from GV to MII oocytes (Figure 1B).

**FIGURE 1:**
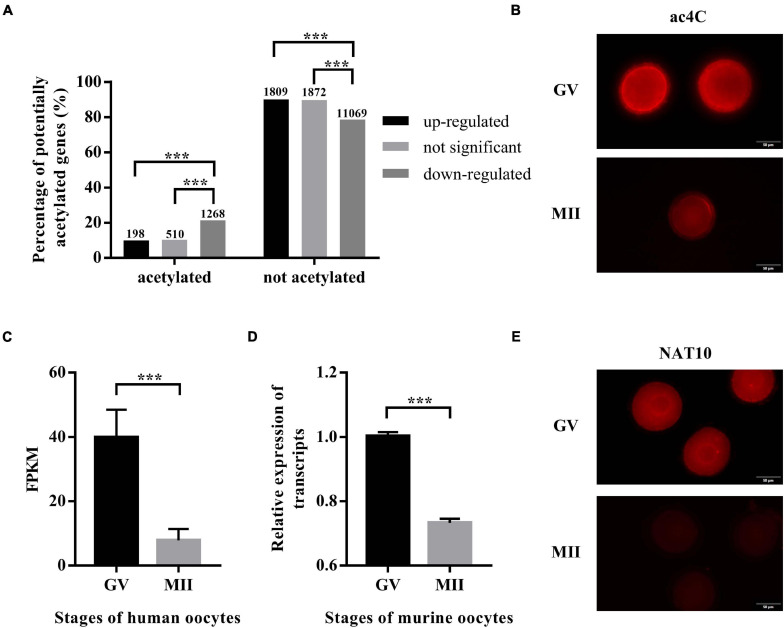
ac4C and NAT10 levels at defined stages of oocyte meiotic progression. **(A)** Distribution of potential ac4C sites in differentially expressed genes between GV and MII oocytes. The numbers of genes in each category were shown above the bars. These data were obtained from GEO (GSE102113, GSE95477). **(B)** RNA ac4C modification during mouse oocyte maturation. Exposure time: GV, 300 ms; MII, 1.9 s. Scale bar=50 μm. **(C)** Transcriptional levels of NAT10 in human oocytes, logFC = –2.35. Data were obtained from GEO (GSE95477). **(D)** Transcriptional levels of NAT10 in mouse oocytes, logFC = –2.31. Data were obtained from GEO (GSE5668). **(E)** NAT10 expression during mouse oocyte maturation. Exposure time: GV, 93 ms; MII, 200 ms. Scale bar=50 μm. GV, germinal vesicle. MII, metaphase II. FC, fold change. FPKM, fragments per kilobase per million. The immunostaining was repeated in at least three independent experiments. ***Significant difference at *p* < 0.001.

Since NAT10 is the only known RNA acetyltransferase responsible for ac4C formation in human (Arango et al., 2018; Dominissini and Rechavi, 2018), we further investigated its expression in oocytes at different stages. Data on NAT10 expression were extracted from publicly available sequencing profiles on GEO (GSE95477, GSE5668). Markedly decreased expression of NAT10 during oocyte meiotic progression was observed in both human and murine oocytes (Figures 1C,D). Similarly, immunostaining revealed a marked decrease at protein level, consistent with the transcript level (Figure 1E). Taken together, we confirmed the down-regulated expression of both ac4C and NAT10 from GV to MII oocytes, which suggested a possible role of NAT10-mediated RNA ac4C modification in modulating oocyte maturation.

### NAT10 Depletion Retarded Meiotic Progression in Mouse Oocytes

To reduce NAT10-mediated ac4C modification, three NAT10-specific siRNAs were synthesized (Supplementary Table 1). Effective knockdown of NAT10 mRNA was confirmed by RT-qPCR analysis in a murine somatic cell line TM3 (Figure 2A). Dot blot showed significant decrease of ac4C modification with NAT10 depletion (Figures 2B,C). Among three siRNAs specific to mouse NAT10, NAT10-Mus-2371 with significant reduction of both NAT10 and ac4C was selected for subsequent experiments. Fully grown GV-stage oocytes were transfected with NAT10 siRNA by electroporation and incubated in IBMX-supplemented medium for 24 h to facilitate the degradation of NAT10 mRNA. NAT10 knockdown and ac4C reduction in GV oocytes were confirmed by immunofluorescence staining (Figure 2D).

**FIGURE 2:**
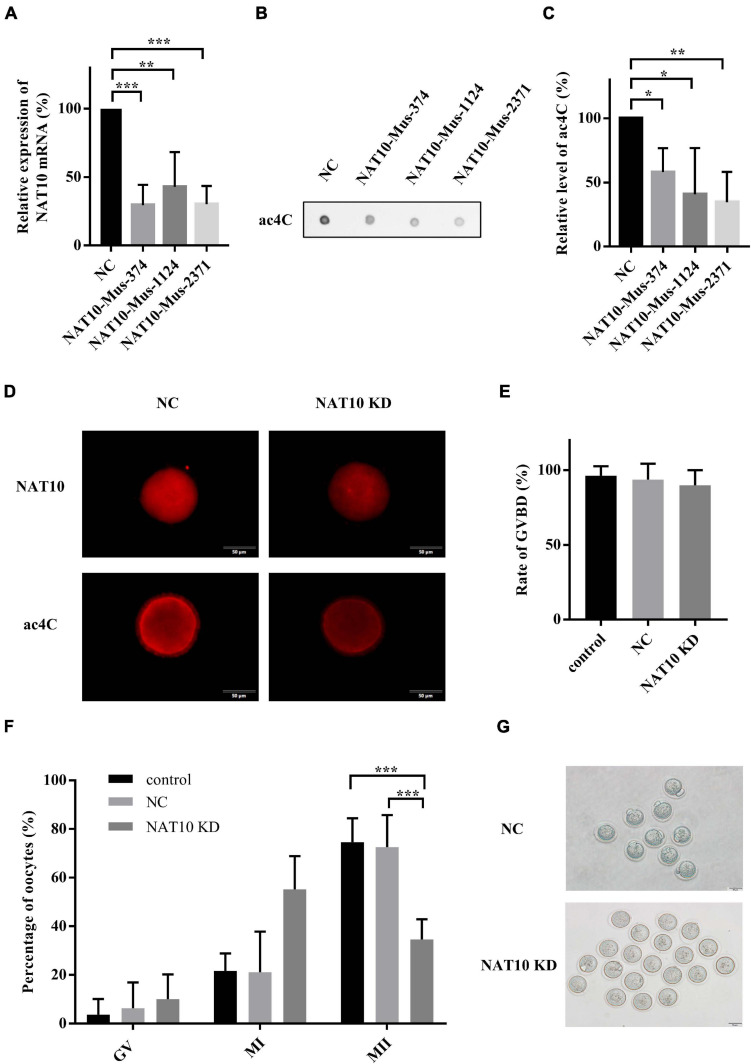
NAT10 knockdown retarded meiotic progression in mouse oocytes. **(A)** Relative expression of NAT10 mRNA with NAT10 knockdown in TM3 cells. **(B,C)** ac4C was downregulated by NAT10 depletion in TM3 cells. **(D)** Representative images of NAT10 and ac4C immunostaining in NC and NAT10 KD oocytes. Scale bar=50 μm. **(E)** Quantitative analysis of the GVBD rates in control, NC and NAT10-knockdown oocytes. **(F)** Percentages of oocytes at different stages after *in vitro* culture. **(G)** Phase-contrast images of NC and NAT10 KD oocytes. Scale bar=50 μm. The data were presented as the mean ± SD from at least three independent experiments. NC, negative control siRNA. NAT10 KD, NAT10 knockdown by siRNA (NAT10-Mus-2371). Control, oocytes without transfection. GVBD, germinal vesicle breakdown. *Significant difference at *p* < 0.05, ** at *p* < 0.01, and *** at *p* < 0.001.

After 24 h in IBMX-supplemented medium, the oocytes transfected with siRNAs were continuously cultured in IBMX-free medium for another 14 h. The rate of germinal vesicle breakdown (GVBD) was not affected by the transfection of NAT10 siRNA. The average rates of GVBD were 89.9, 93.7, and 96.3% in control oocytes without transfection, negative control siRNA and NAT10 knockdown groups, respectively (*p* = 0.6531) (Figure 2E). The rate of first body extrusion (MII oocytes), however, was significantly decreased with NAT10 knockdown (74.6% of control without transfection; 72.6% of negative control siRNA; 34.6% of NAT10 knockdown; *p* < 0.001) (Figures 2F,G). Taken together, NAT10 depletion led to a disturbance of meiosis, possibly via reduction of RNA ac4C modification. These results indicated that NAT10-mediated ac4C modification plays a critical role in modulating oocyte meiotic progression.

### Functional Enrichment Analysis of NAT10-Binding Transcripts

Our results demonstrated that NAT10 knockdown resulted in decreased rate of first polar body extrusion in mouse oocytes. To clarify the regulated genes, we performed NAT10 RIP-seq to identify NAT10-targeted transcripts. The procedure of RIP requires a large number of cells and cannot be performed with the limited amount of RNA that can be obtained from oocytes. Thus, we used HEK293T cells instead. 

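HEK293T is a human embryonic kidney cell line. RNA bound by an anti-NAT10 antibody in NAT10-overexpressed HEK293T cells was sequenced as 1 library, and RNA of NAT10-overexpressed cells and of control cells was sequenced as 1 library each. The methods state that mRNA was isolated before cDNA synthesis and that the precipitated RNA was sequenced in the same way. The authors mapped the reads to hg19 with Hisat2 and deposited the number of reads counted on each of 57905 genes, without normalization, together with FPKM values. The counts added up to 1355472 in the NAT10 RIP library, 15298256 in the NAT10-overexpressed library and 12396908 in the control library. With these totals, a single read stood for 0.738 CPM in the NAT10 RIP library and for 0.065 CPM in the NAT10-overexpressed library. A count of 3 reads, taken as the floor under which no difference was read, stood for 2.21 CPM, 0.196 CPM and 0.242 CPM in the NAT10 RIP, NAT10-overexpressed and control libraries. At least 10 reads were counted on 10988 genes in the NAT10 RIP library.

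The labels name none of the 3 libraries as input, and the NAT10-overexpressed library was used as the input. Across the 125 genes of Supplementary Table 3, the log2 IP/input computed with it had a Pearson correlation of 1.00 with the values of that table, compared with 0.185 when the control library was used as the input. These correlations are across genes, which are not independent replicates. CPM was computed from the total of each library, and log2 ratios were computed with a prior count of 1/8 read. P-values came from the exact test of edgeR with a dispersion of 0.09. With this dispersion and the libraries scaled to the log2 values of Supplementary Table 3, which lay 0.153 above those from library totals, the test returned the p-values of that table for these genes with a median absolute difference of 4.65e-07 on the log10 scale. With 1 library per condition, no difference has a replicate check, and the test compares the libraries, not the conditions. Intervals are 95% intervals from exact (Clopper-Pearson) binomial limits and cover counting error only, since reads without molecular identifiers are not independent molecules. Over the 7115 genes with at least 30 reads in each library, the median log2 IP/input was −0.10, and list medians of IP/input are given relative to it.

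NAT10 (ENSG00000135372), on chromosome 11 of hg19 from 34127149 to 34169217, had 5339 reads in the NAT10 RIP library, 47590 in the NAT10-overexpressed library and 621 in the control library. Its log2 IP/input was 0.34 (95% interval 0.30 to 0.38).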

The genes with CPM ≥ 1, IP/input ≥ 2, and p-value < 0.05 were considered as RIP targets, and a total of 1,296 genes were identified. 

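CPM was at least 1 in the NAT10 RIP library for 17205 genes, and 3982 of these had an IP/input of at least 2. With an exact test p-value under 0.05 as the last criterion, 1042 genes remained. The alternative that moved this number most was the control library in place of the NAT10-overexpressed library as the input, with 4190 genes. With DESeq2 size factors in place of library totals, 1388 genes passed, including all of the 1042. These size factors raised log2 IP/input of the genes, with a median of all genes of 0.08. The full overlap follows from this and is no check of stability. The targets had a median of 17 reads in the NAT10 RIP library and 18 reads in the input. Of the 1042 genes, 494 had under 1 CPM in the input and 548 had at least 1 CPM there. The input count was at or below 3 reads for 310 of them, so that the size of their IP/input depends on the prior count, and 427 had fewer than 10 reads in the NAT10 RIP library. By gene type, 632 targets were protein-coding (60.7%, compared with 78.4% of the genes with CPM of at least 1), 138 were lncRNA genes (13.2% and 10.2%), 126 were pseudogenes (12.1% and 7.4%) and 82 were small RNA genes (7.9% and 1.3%). Reads of pseudogenes and of repeated small RNA genes can come from near-identical copies, so these counts are uncertain.

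Among genes with at least 30 reads in each library, the largest log2 IP/input was that of RNA18S5, at 11.80, followed by RMRP (10.86), RNA28S5 (10.71), RN7SK (9.91) and MT-RNR1 (9.14). These are genes of ribosomal RNA and of other structural RNAs. The lowest values were those of RPL39P3 (−4.15), a ribosomal protein pseudogene that can share reads with its parent gene, SRP9 (−3.88), RPS27 (−3.43), HSPE1 (−3.36) and RPL7 (−3.21). The paper considers the genes that meet its 3 criteria as the RIP targets of NAT10.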

As shown in Figures 3A,B. 87.52% of total reads from the input were mapped to exons in the genome, while 56.72% of reads from the immunoprecipitated sample were mapped to exons.

**FIGURE 3:**
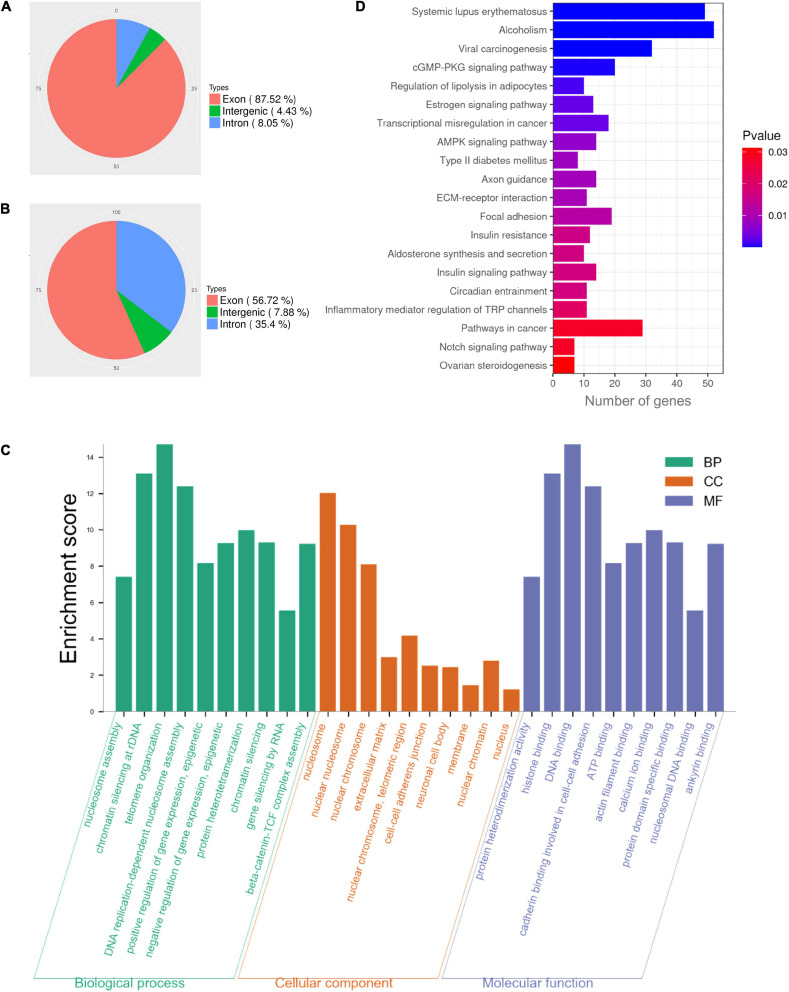
Functional enrichment analysis of NAT10-binding transcripts in HEK293T cells. **(A)** Distribution of reads from input. **(B)** Distribution of NAT10-binding reads. **(C)** GO enrichment analysis of RIP-binding transcripts. **(D)** KEGG analysis of NAT10-RIP transcripts. RIP, RNA immunoprecipitation. GO, Gene Ontology. BP, Biological Processes. MF, Molecular Functions. CC, Cellular Components. KEGG, Kyoto Encyclopedia of Genes and Genomes.

In previous literature, proliferation kinetics was reduced in NAT10 knockout Hela cells. Functional annotation revealed that genes associated with cell adhesion, regulation of apoptosis, small GTPase, extracellular matrix and cell proliferation were dysregulated with NAT10 depletion (Arango et al., 2018). To understand the functions of the NAT10-binding transcripts identified in our study, all 1,296 identified genes were subjected to GO and KEGG enrichment analyses. 

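GO terms were taken from the annotation that the authors deposited beside the counts, which lists biological processes for 505 of the 1042 targets. The background was the annotated genes with CPM of at least 1 in the NAT10 RIP library. Nucleosome assembly was annotated for 76 background genes, of which 28 were targets. The term covered 5.54% of the annotated targets and 0.69% of the background, a ratio of 8.03. Of the 28 targets, 26 were replication-dependent histone genes, whose mRNAs end in a stem-loop and not in a poly(A) tail. With these genes removed from targets and background, 2 of 50 genes were targets and the ratio was 0.93. Chromatin silencing at rDNA was annotated for 7 background genes, DNA replication-dependent nucleosome assembly for 2 and positive epigenetic regulation of gene expression for 1, and 0 of these genes were targets, where 0.32, 0.09 and 0.05 were expected from the share of targets in the background. Counts this small show no difference from the paper. The paper took its terms from DAVID, so the genes of a term can differ from those here. Telomere organization does not occur in the deposited annotation.

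Of 54 replication-dependent histone genes with CPM of at least 1 in the NAT10 RIP library, 53 were targets, whereas 18 had CPM of at least 1 in the input and 38 in the control library. HIST1H1C (ENSG00000187837), on chromosome 6 of hg19 from 26055968 to 26056699, had 672 reads in the NAT10 RIP library, 53 in the input and 999 in the control library, and its log2 IP/input was 7.16 (95% interval 6.76 to 7.59). For the 45 replication-dependent histone genes with at least 10 reads over the NAT10 RIP and input libraries, the median log2 IP/input was 7.88 above that of all genes, or 7.35 with the 10 genes at the floor in either library set to their bound. The list lay above all of 10000 random lists matched on mean expression, which is a description of these libraries. The 11 histone genes with polyadenylated mRNAs had a median of −0.51 relative to all genes (percentile 13.7 among their random lists), and 0 of them were targets. Other RNAs without a poly(A) tail, such as snRNAs and small nucleolar RNAs, had a median 4.11 above that of all genes over 96 genes, and 71 of the 131 such genes with CPM of at least 1 in the NAT10 RIP library were targets. With the 59 genes at the floor in either library set to their bound, the median of this list was 4.15.

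**Figure D1:**
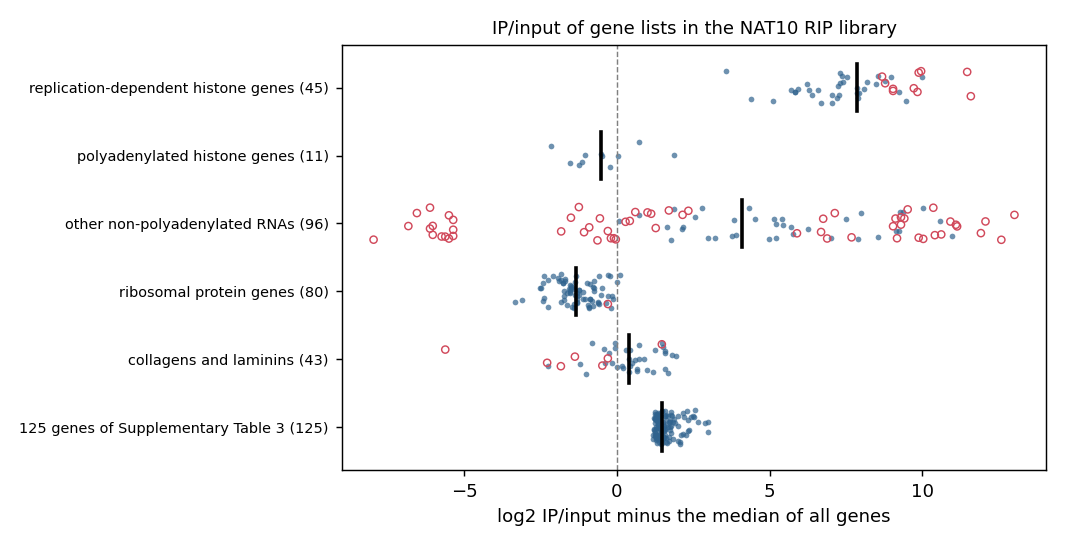
Log2 IP/input of each gene minus the median of all genes, with the number of genes per list in brackets and the list median as a black bar. Open red circles mark genes with 3 or fewer reads in either library, and the replication-dependent histone genes lie around 7.88 while the polyadenylated ones lie around −0.51.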

The results revealed that NAT10-binding genes were significantly enriched in the biological processes associated with nucleosome assembly, chromatin silencing at rDNA, telomere organization, DNA replication-dependent nucleosome assembly, and positive epigenetic regulation of gene expression. 

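Cellular components were annotated for 553 targets. Of 43 background genes annotated to the nucleosome, 27 were targets, which gave a ratio of the shares of targets and background of 13.56. Replication-dependent histone genes made up 26 of these targets, and without such genes 1 of 17 genes was a target (ratio 1.36). Extracellular matrix was annotated for 117 background genes with 15 targets (ratio 2.79), cell-cell adherens junction for 29 genes with 3 targets (2.25) and nuclear chromatin for 79 genes with 7 targets (1.95), of which 1 was a replication-dependent histone gene. Of 25 nuclear chromosome genes, 0 were targets, where 1.14 were expected from the share of targets in the background. This count is also too small to show a difference from the paper. The median log2 IP/input of the extracellular matrix genes was 0.48 above that of all genes, higher than in all of 10000 matched random lists, and that of the cell-cell adherens junction genes was 0.51 above (percentile 99.45). The nucleosome genes lay 6.65 above (percentile 100), or at −0.37 without replication-dependent histone genes (percentile 16.9), the nuclear chromatin genes at −0.08 (percentile 83.02) and the nuclear chromosome genes at −0.54 (percentile 9.18). The random lists were matched on mean expression and not on GC content, with which log2 IP/input rose across genes (Spearman correlation 0.54). Genes of ATP binding also stood at percentile 100, with a median of −0.07. A high percentile alone therefore does not single out a term.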

As for cellular components, the targeted genes were enriched in components of nucleosome, nuclear chromosome, extracellular matrix, cell-cell adherents junction, and nuclear chromatin. 

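Molecular functions were annotated for 509 targets. Protein heterodimerization activity was annotated for 289 background genes with 31 targets (ratio 2.35), of which 22 were replication-dependent histone genes, and the ratio without such genes was 0.78. DNA binding was annotated for 1440 genes with 91 targets (ratio 1.38, or 1.06 without the 26 replication-dependent histone targets). ATP binding was annotated for 1295 genes with 71 targets (1.20), histone binding for 56 genes with 2 targets (0.78) and cadherin binding for 19 genes with 1 target (1.18). The term cadherin binding involved in cell-cell adhesion does not occur in this annotation.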

According to molecular functions, these genes were typically enriched in protein heterodimerization activity, histone binding, DNA binding, cadherin binding involved in cell-cell adhesion, and ATP binding (Figure 3C). 

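KEGG pathways were not analysed here over all targets, and only pathway genes that the paper's functional annotation table lists among the 125 genes of Supplementary Table 3 were examined. The table lists RPTOR, GYS1, FASN, EEF2 and IGF1R for AMPK signaling. Their median log2 IP/input, not relative to all genes, was 1.52, from 1.20 for EEF2 to 2.37 for FASN. Of these 5 genes, 4 met the 3 RIP criteria. For transcriptional misregulation in cancer, 4 genes including CEBPB had a median of 1.33, also not relative to all genes. Their values went from 1.26 to 1.52, and 3 of them met the criteria.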

Analysis of KEGG pathway showed that NAT10-binding genes were enriched in cGMP-PKG signaling pathway, estrogen signaling pathway, transcriptional misregulation, and AMPK signaling pathway (Figure 3D).

### Identification of Genes Modulated by NAT10-Mediated ac4C Modification

A total of 2,118 transcripts with potential ac4C modification were obtained from a previous study (Arango et al., 2018). 

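The published list of transcripts with potential ac4C sites was not used here, and the 125 genes were taken from Supplementary Table 3. All 125 genes had CPM of at least 1 in the NAT10 RIP library and an IP/input of at least 2, and 84 also had an exact test p-value under 0.05. With a dispersion of 0.16, the alternative that moved this number most, 23 genes passed. All 125 passed with DESeq2 size factors and with dispersions of 0.04 and 0.01. All 125 also passed with the libraries scaled to the log2 values of Supplementary Table 3, a scaling chosen after seeing the values. Log2 IP/input ranged from 1.08 to 2.88 with a median of 1.39, which is 1.49 above the median of all genes. The lower end of the counting interval was above the median of all genes for each of the 125 genes. These genes were chosen for a high IP/input in these libraries, so that their position is not independent evidence. Read counts differed between the genes, from 5 to 11102 in the NAT10 RIP library with a median of 284. EPPK1 (ENSG00000227184) had 338 reads there and 519 in the input, with a log2 IP/input of 2.88 (95% interval 2.68 to 3.08). ST14 (ENSG00000149418), with 6 and 9 reads, had a similar log2 IP/input with an interval from 1.14 to 4.57, and LRRC26 (ENSG00000184709), with 5 and 10 reads, had a value of 2.47 (0.60 to 4.18). The symbol of 1 of the 125 genes stands beside 2 identifiers in the counts, and the identifier with more reads was used.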

Among the NAT10-binding genes identified in our study, there were 125 transcripts with potential ac4C sites (Figure 4A), which can potentially be modulated by NAT10-mediated ac4C modification. 

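The NAT10-overexpressed and control libraries, 1 of each, were compared for the effect of NAT10 overexpression, with the library totals, CPM and exact test given for the RIP experiment and with the fold change criterion of the methods (log2 fold change over 1 or under −1). At least 10 reads were counted on 17310 genes in the NAT10-overexpressed library and on 15425 in the control library. The log2 ratio of NAT10 between these libraries was 5.96 (95% interval 5.84 to 6.07). DESeq2 size factors, the alternative that moved it most, gave 5.09.

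Over the 12475 genes with at least 30 reads in both libraries, the median log2 ratio of the NAT10-overexpressed to the control library was 0.80 with library totals, −0.04 with TMM normalization and −0.06 with DESeq2 size factors. List medians are therefore given relative to the median of all genes. With library totals, 5752 genes passed the criteria as up-regulated and 1377 as down-regulated, so that 80.7% of the calls were up. With TMM normalization, 2046 genes passed as up-regulated and 2951 as down-regulated (40.9% up), and with DESeq2 size factors the numbers were 1990 and 3008 (39.8% up). After NAT10, the largest log2 ratios among genes with at least 30 reads in each library were those of CCDC183-AS1 (5.03), HSPG2 (4.93), MT-ATP8 (4.73) and MT-ND4L (4.69). The value of CCDC183-AS1, an antisense gene, is uncertain because the paper's text does not name the strand setting of the counting. The lowest log2 ratios were those of RN7SK (−5.64), C4orf48 (−5.41), ENSG00000180096 (−5.13), CTD-2287O16.1 (−4.95) and CTB-63M22.1 (−4.86).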

Since the known functions of ac4C in mRNA were to stabilize RNA and promote translation efficiency (Dominissini and Rechavi, 2018), we further investigated the transcript levels of these 125 genes with NAT10 overexpression (Figure 4B). We presumed that the stability of up-regulated genes was promoted by ac4C modification, resulting in increased transcript levels, while ac4C regulates the other genes by promoting translation efficiency without affecting transcript levels. 

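Among the 125 genes, 56 passed the criteria as up-regulated with NAT10 overexpression, 5 as down-regulated and 64 as not significant when library totals were used. With TMM normalization, 24 genes were up-regulated and 11 down-regulated, and with DESeq2 size factors 23 were up-regulated and 11 down-regulated. The log2 ratio ranged from −4.11 for LRRC26, with 10 reads in the NAT10-overexpressed and 142 in the control library, to 4.26 for NOMO3, with 287 and 12 reads. NOMO3 and NOMO2 (log2 ratio 3.64) are near-identical paralogs between which reads can be split, so their values are uncertain. The median of the 125 genes was 1.09, or 0.29 above that of all genes, and 79 of the 125 lay above the median of all genes. This median was at percentile 99.64 of 10000 random lists matched on mean expression, and at percentile 67.41 of lists matched on mean expression and exonic length. For the 24 genes that Supplementary Table 3 lists as up-regulated, the log2 ratio ranged from 2.10 to 4.26. Their median was 2.53, which is 1.73 above that of all genes, and all 24 passed the criteria with library totals. For the other 101 genes, the ratio ranged from −4.11 to 2.08 with a median of 0.86, which is 0.06 above that of all genes (percentile 77.46, or 11.29 with matching on length), and 32 passed as up-regulated and 5 as down-regulated. These lists were divided by the same libraries, so that their difference is not independent evidence. Across the 12475 genes, the log2 ratio rose with exonic length with a Spearman correlation of 0.47, where genes are not independent replicates. The paper presumes that ac4C promoted the stability of the up-regulated transcripts, and that it regulates the other genes by promoting translation efficiency without affecting transcript levels.

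**Figure D2:**
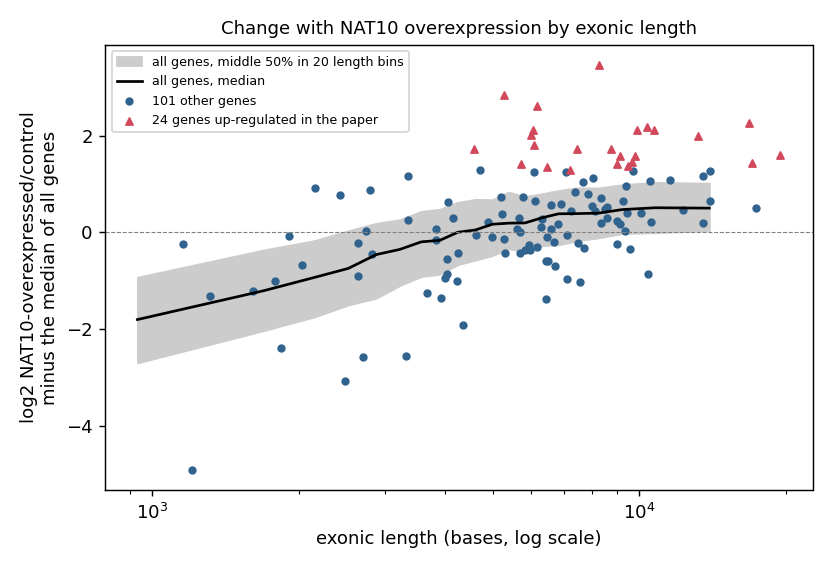
Log2 ratio of the NAT10-overexpressed to the control library minus the median of all genes, against exonic length in bases on a log scale. The line and band give the median and the middle 50% of all genes with at least 30 reads in both libraries, and the triangles are the 24 genes listed as up-regulated, with a median of 1.73 on this scale.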

As shown in Figure 4C and Supplementary Table 3, 24 genes were up-regulated with NAT10 overexpression, while 101 genes were down-regulated or not significantly changed. 

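The paper's functional annotation tables list the genes behind each term of the 101 genes. Medians of these terms are not relative to all genes unless stated. The 13 genes of cell-cell adhesion had a median log2 IP/input of 1.42. Their median log2 ratio of the NAT10-overexpressed to the control library was 0.75, which is −0.05 relative to all genes. In this ratio, 6 of the 13 genes lay above the median of all genes. The 5 genes of covalent chromatin modification (BAG6, CBX6, TRIM28, BAHD1 and ARID1A) had a median IP/input of 1.30 on the log2 scale. Their median log2 ratio of the NAT10-overexpressed to the control library was 1.45 (0.65 relative to all genes), with values from −0.05 to 1.92. In the annotation deposited with the counts, cytoskeletal anchoring at plasma membrane covered 10 genes with CPM of at least 1 in the NAT10 RIP library, of which 4 were RIP targets, and cell adhesion covered 296 genes, of which 33 were RIP targets.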

Functional annotation showed that the 101 down-regulated or not significant genes were enriched in biological functions as cell-cell adhesion, cytoskeletal anchoring at plasma membrane, and covalent chromatin modification (Figures 4D–G). Pathway analysis revealed that the up-regulated genes were associated with cadherin binding involved in cell-cell adhesion and transmembrane receptor protein tyrosine phosphatase activity (Figure 4H).

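PTPRS (ENSG00000105426), which the deposited annotation lists under transmembrane receptor protein tyrosine phosphatase activity with PTPRF (ENSG00000142949), had 3586 reads in the NAT10-overexpressed and 645 in the control library, a log2 ratio of 2.17 (95% interval 2.05 to 2.30). PTPRF had 4624 and 494 reads, a log2 ratio of 2.92 (2.79 to 3.06). Log2 IP/input was 1.67 for PTPRS and 1.70 for PTPRF, and both met the RIP criteria. The gene column for cadherin binding in the paper's table of up-regulated genes holds symbols altered by spreadsheet filling and was not used here.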

**FIGURE 4:**
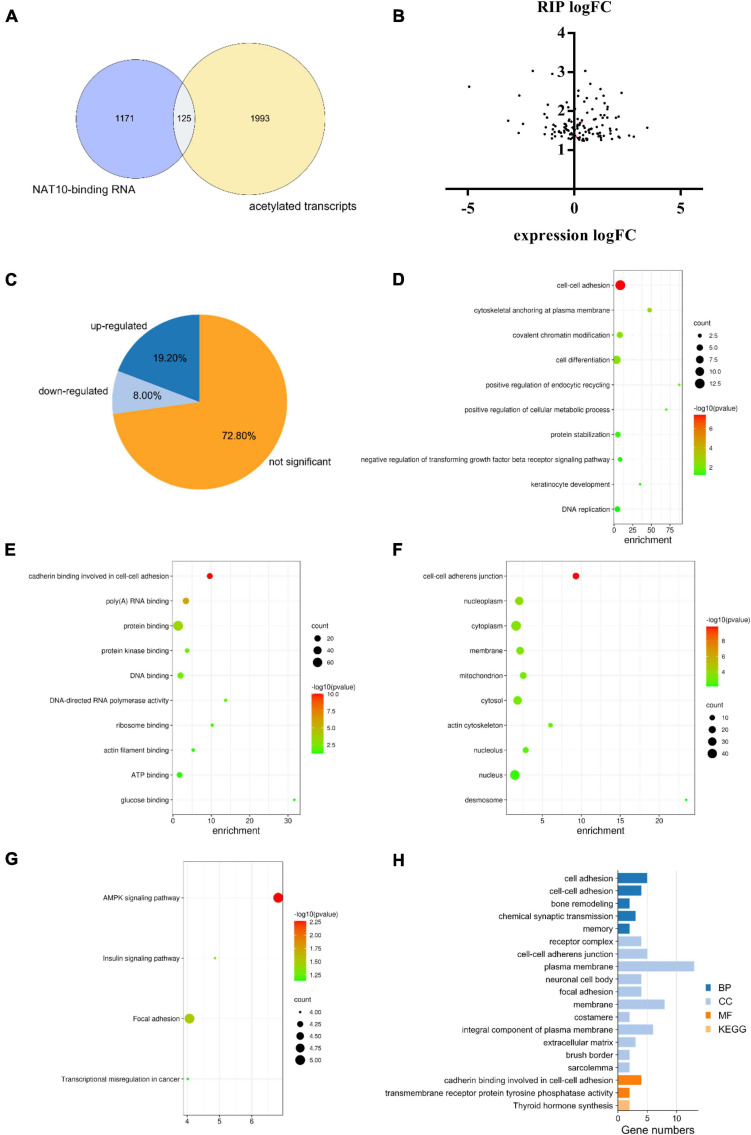
Combined analysis of RIP-seq, transcriptome and acetylated transcripts. **(A)** Overlap of ac4C transcripts and NAT10-binding RNA identified by RIP-seq. ac4C transcripts were obtained from GEO database (GSE102113), and RIP-seq was performed in this study using HEK293T cells. **(B)** Expression of NAT10-binding genes in NAT10-overexpressed HEK293T cells. **(C)** Proportions of up-regulated, down-regulated and not significant genes in the 125 NAT10-binding genes with potential ac4C sites. **(D–F)** GO enrichment on the subset of down-regulated and not significant genes from **(C)**, including **(D)** BP, **(E)** CC, and **(F)** MF. **(G)** KEGG pathway analysis on the down-regulated and not significant genes from **(C)**. **(H)** GO enrichment and KEGG pathway analysis on the subset of up-regulated genes from **(C)**. RIP-seq, RNA immunoprecipitation and high-through sequencing. GO, Gene Ontology. BP, Biological Processes. MF, Molecular Functions. CC, Cellular Components. KEGG, Kyoto Encyclopedia of Genes and Genomes.

A long-standing hypothesis indicates that an intracellular second messenger, cyclic adenosine monophosphate (cAMP), plays a critical role in maintaining meiotic arrest of oocytes (Pan and Li, 2019). Adenylyl cyclases (ADCYs) are well-characterized enzymes that catalyze the cyclization of adenosine triphosphate (ATP) into cAMP, thus keeping a high level of intracellular cAMP and maintaining meiotic arrest (Zhang and Xia, 2012; Khannpnavar et al., 2020). Among the nine transmembrane-bound ADCY genes (ADCY 1–9) found in human genome, the functions of ADCY1, ADCY3 and ADCY9 have been described in oocytes (Pan and Li, 2019). Our data demonstrated that ADCY3, the major ADCY in mouse oocyte (DiLuigi et al., 2008), is an NAT10-binding transcript with potential ac4C-modified sites, and its expression was up-regulated with NAT10 overexpression. 

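ADCY3 (ENSG00000138031) lies on chromosome 2 of hg19 from 25042038 to 25142708. It had 224 reads in the NAT10 RIP library, 1108 in the NAT10-overexpressed library and 119 in the control library, which correspond to 165 CPM (95% interval 144 to 188), 72.4 CPM (68.2 to 76.8) and 9.60 CPM (7.95 to 11.5). Its log2 IP/input was 1.19 (0.98 to 1.40). At a dispersion of 0.09, ADCY3 did not pass the p-value criterion of a RIP target with library totals or with TMM normalization. It passed with DESeq2 size factors. It also passed with the libraries scaled to the log2 values of Supplementary Table 3, the scaling on which the dispersion was fitted. That scaling was chosen after seeing the values. The log2 ratio of the NAT10-overexpressed to the control library was 2.91 (2.64 to 3.20), or 2.08 with TMM normalization, and ADCY3 passed as up-regulated under both.

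Of the other transmembrane adenylyl cyclases, ADCY1 had a log2 IP/input of 1.82 (1.60 to 2.04) and ADCY9 of 1.73 (1.53 to 1.92), and both met the RIP criteria. Their log2 ratios with NAT10 overexpression were 1.37 and 1.66 and passed as up-regulated with library totals, and with TMM normalization they were 0.53 and 0.82 and did not pass. ADCY7 met the RIP criteria with a log2 IP/input of 1.69 and had a log2 ratio with NAT10 overexpression of 2.63, or 1.79 with TMM normalization. The log2 ratio of ADCY6 with NAT10 overexpression was 3.52 (3.20 to 3.86), or 2.68 with TMM normalization, and its log2 IP/input was 0.79. ADCY7 and ADCY6 passed as up-regulated under both. ADCY5, with 24 reads in the NAT10 RIP library, had a log2 IP/input of 0.94. Its log2 ratio with NAT10 overexpression was 1.41 and passed as up-regulated with library totals, and with TMM normalization it was 0.57 and did not pass. ADCY5 and ADCY6 did not meet the RIP criteria. ADCY2, ADCY4 and ADCY8 had 3 or fewer reads in each library and were not detectable above the floor at this depth.

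**Figure D3:**
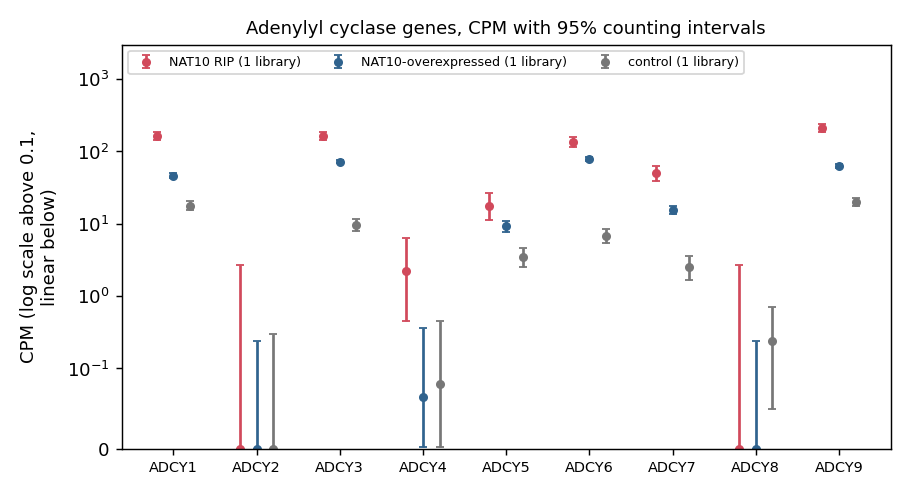
CPM of ADCY1 to ADCY9 in the 3 libraries, with 95% Clopper-Pearson counting intervals, on a scale that is logarithmic above 0.1 CPM and linear below. ADCY3 lies at 165 CPM in the NAT10 RIP library, 72.4 CPM in the NAT10-overexpressed library and 9.60 CPM in the control library.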

Publicly available expression profiles on human oocytes (GSE95477) showed that ADCY3 was down-regulated during maturation (logFC = −2.09, *P* < 0.001), as included in the category of acetylated down-regulated transcripts in Figure 1A. Our team is working on single cell sequencing of oocytes (full data not shown) and the data also showed that NAT10 knockdown led to significantly decreased expression of ADCY3 (logFC = −2.36, P = 0.043). But the results reported from some previous literature showed that the effects of ADCY3 deficiency on oocyte meiosis resumption were conflicting, possibly due to the crosstalk and interaction of the signaling pathways (DiLuigi et al., 2008; Xiong et al., 2017). Still, dysregulation of ADCY3 mediated by ac4C modification could be a potential mechanism of retarded oocyte maturation *in vitro* with NAT10 knockdown.

In addition, we searched in PubMed^4^ using “oocyte” and the genes as keywords, in order to identify genes with reported functions in regulating oocyte maturation. As shown in Supplementary Table 4, among the 125 transcripts with potential ac4C sites, 28 genes were reported to play a regulatory role in oocyte meiosis. This implicates potential mechanisms via which NAT10-mediated ac4C modification influences oocyte maturation.

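The 28 genes of Supplementary Table 4 had log2 IP/input values from 1.13 to 2.88 in HEK293T cells, with a median 1.58 above that of all genes, and 21 of them met the RIP criteria. With NAT10 overexpression, their log2 ratios ranged from −1.58 for CEBPB to 3.06 for NOTCH2. With library totals, 10 of the 28 genes passed as up-regulated and 1 as down-regulated, and 5 are listed as up-regulated in the paper's Supplementary Table 3. These counts hold for library totals only. Among the 125 genes, which include the 28, TMM normalization moved the up-regulated genes from 56 to 24. It moved the down-regulated genes from 5 to 11. The median log2 ratio of the 28 genes was 0.16 above that of all genes, at percentile 84.28 of random lists matched on mean expression and at percentile 53.46 of lists matched also on exonic length. NOTCH2 (ENSG00000134250) had 3429 reads in the NAT10-overexpressed and 333 in the control library. Its reads can be shared with its paralog NOTCH2NL, so the value is uncertain.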

### Identification of Potential ac4C-Binding Proteins

As a newly identified mRNA modification, the regulation of ac4C remains largely unexplored. Although a few studies have confirmed that NAT10 and its homologs are the source of ac4C production (writer) (Ito et al., 2014; Sharma et al., 2015; Dominissini and Rechavi, 2018), RBPs that specifically binds to ac4C modification and mediate downstream cellular activities (readers) have not been reported yet. To predict protein-RNA interactions, we first processed a catRAPID analysis with ac4C motifs and obtained a serial of potential ac4C-binding proteins. The predicted RBPs are ranked based on their scores from high to low (Supplementary Table 5).

Meanwhile, we synthesized acetylated and non-acetylated RNA probes by *in vitro* transcription (Figure 5A). The sequences of the probes were segments of FUS and 18s rRNA, which contain ac4C sites as reported in literature (Ito et al., 2014; Arango et al., 2018). A biotin-RNA pulldown assay and mass spectrometry were performed with HEK 293T cell lysates. As shown in Table 1, 1,948 peptides and 374 proteins were identified. Distribution of peptide length detected in all samples was shown in Figure 5B. Functional classification of all identified proteins was carried out using the COG (Clusters of Orthologous Groups of Proteins) database (Tatusov et al., 2003). A majority of identified RBPs were enriched in functions associated with translation, ribosomal structure and biogenesis, transcription, posttranscriptional modification, protein turnover, chaperones, RNA processing and modification (Figure 5C). As for differential expression analysis, 55 proteins were significant different between 18s and ac-18s, and 73 RBPs showed different abundance between FUS and ac-FUS (Table 2). The heatmap demonstrated several clusters of differential abundance (Figure 5D). Functional annotation revealed that the differential proteins are enriched in molecular functions associate with nucleic acid binding, nucleotide binding and RNA binding (Figures 5E,F).

**TABLE 1:** Number of proteins identified by mass spectrometry using HEK293T cells.

Type	Spectrum	Peptides	Proteins
18s	7,136	1,201	229
FUS	6,164	1,158	248
ac-18s	7,714	1,235	259
ac-FUS	6,904	1,150	278
Combined	27,918	1,948	374

**TABLE 2:** Differentially expressed proteins identified by mass spectrometry using HEK293T cells.

Type	ac-18s/18s	ac-FUS/FUS
Quant Num.	202	205
Sig. diff Num.	55	73
Sig. up num.	23	36
Sig. down num.	32	37

*Quant Num., number of groups of quantified proteins. Sig. diff Num., number of differentially expressed proteins. Sig. Up Num., number of significantly up-regulated proteins. Sig. Down Num., number of significantly down-regulated proteins.*

**FIGURE 5:**
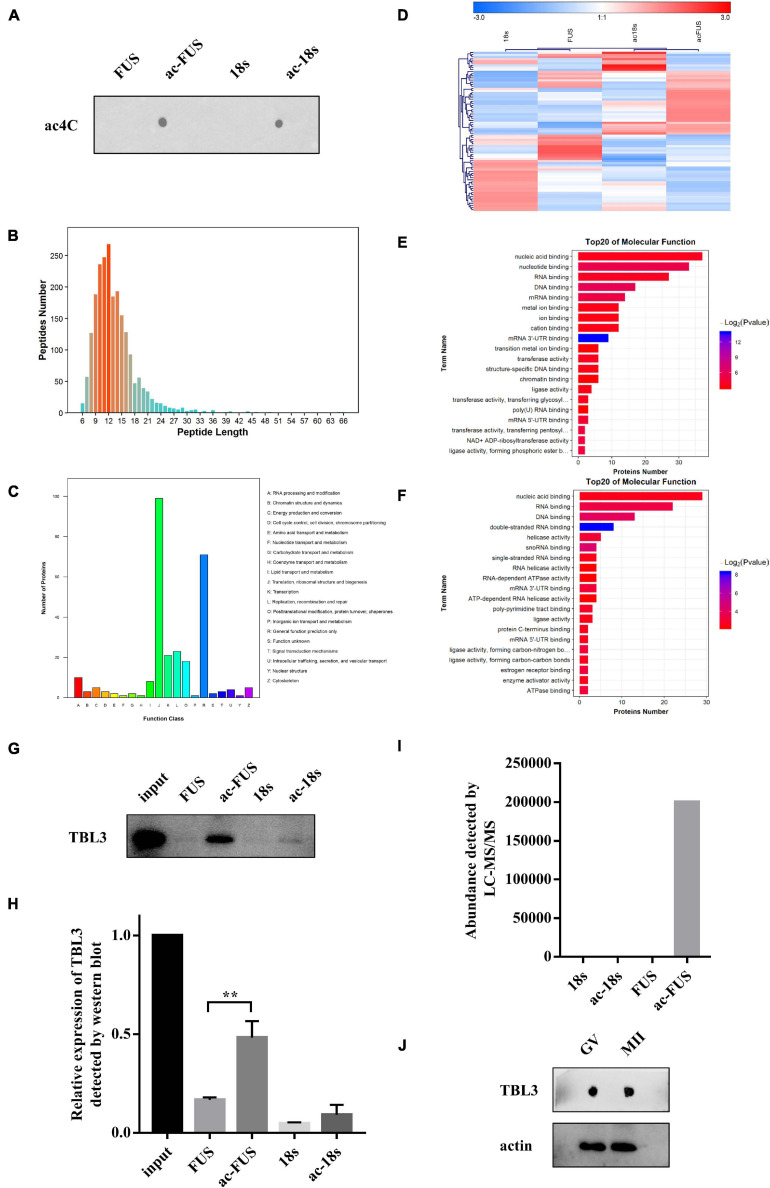
Identification of potential ac4C-binding proteins using HEK293T cells. **(A)** ac4C dot blot of synthesized acetylated and non-acetylated RNA probes. **(B)** Distribution of peptide length identified by LC-MS/MS. **(C)** Functional classification of identified proteins according to COG classification. **(D)** Hierarchical clustering of differentially expressed proteins. **(E)** GO enrichment of molecular function, FUS vs. ac-FUS. **(F)** GO enrichment of molecular function, 18s vs. ac-18s. **(G,H)** Expression of TBL3 in input and RNA pulldown samples. The data are presented as the mean ± SD from three independent experiments. **Significant difference at *p* < 0.01. **(I)** TBL3 abundance identified by mass spectrometry analysis. **(J)** Immunoblot of TBL3 in mouse oocytes. LC-MS/MS, liquid chromatography-mass spectroscopy/mass spectroscopy. COG, Cluster of Orthologous Groups of proteins. GO, Gene Ontology. FUS, synthetic RNA probe consisting of the acetylated fragment of FUS gene. ac-FUS, ac4C-modified FUS probe. 18s, synthetic RNA probe consisting of the acetylated fragment of 18s rRNA. ac-18s, ac4C-modified 18s probe. GV, germinal vesicle. MII, metaphase II.

### TBL3 Specifically Bound to Acetylated RNA Probes

We further combined the results of bioinformatic prediction and mass spectrometry (Table 3). Among the top 10 RBPs predicted by catRAPID, TBL3, HNRDL, and PTBP1 were detected in mass spectrometry. But only TBL3 specifically bound to ac4C probes using HEK293T cells (Figure 5I). Meanwhile, TBL3 showed the highest score, discriminative power and interaction strength as predicted by the algorithm (Supplementary Table 5). To further confirm the interaction, we performed RNA pulldown and western blotting. The results demonstrated that TBL3 specifically bound to ac-FUS, consistent with the result of mass spectrometry (Figures 5G,H). As for the expression of TBL3 in oocytes, online expression profiles (GSE95477) showed that TBL3 mRNA was detected in human oocytes and was down-regulated during meiotic maturation (logFC = −2.22, *P* = 0.00052). Immunoblot assays demonstrated that TBL3 was expressed in mouse oocytes, but no significant difference in expression was observed between GV and MII oocytes (Figure 5J). Collectively, our data suggest that TBL3 is a potential ac4C reader, which may mediate the downstream biological functions of ac4C modification.

**TABLE 3:** Top 10 RNA-binding proteins predicted by catRAPID and their abundance in mass spectrometry.

Rank	Protein	Description*	Abundance detected by mass spectrometry			
			18s	ac-18s	FUS	ac-FUS
1	TBL3	Transducin beta-like protein 3	–	–	–	200,111
2	MGN2	Protein mago nashi homolog 2	–	–	–	–
3	MGN	Protein mago nashi homolog	–	–	–	–
4	PIWL2	Piwi-like protein 2	–	–	–	–
5	LRRF2	Leucine-rich repeat flightless-interacting protein 2	–	–	–	–
6	MSH4	MutS protein homolog 4	–	–	–	–
7	EXOS6	Exosome complex component MTR3	–	–	–	–
8	POP1	Ribonucleases P/MRP protein subunit POP1	–	–	–	–
9	SF3B2	Splicing factor 3B subunit 2	–	–	–	–
10	HNRDL	Heterogeneous nuclear ribonucleoprotein D-like	2,314,101	1,736,563	572,541	837,440
10	PTBP1	Polypyrimidine tract-binding protein 1	723,724	466,609	321,505	–

*Annotation was made according to UniProt database (https://www.uniprot.org/).

## Discussion

In fully grown mammalian GV-stage oocytes, transcription ceases and maternal transcripts accumulate, which support subsequent processes including meiotic maturation, fertilization and early embryo development (Walls and Hart, 2018; Esencan et al., 2019; Toralova et al., 2020). With oocyte meiosis resuming triggered by hormones, approximately 20% of total maternal transcriptome were selectively degraded (Ivanova et al., 2017), while a large number of specific transcripts were translationally activated by MAPK pathway (Brachova et al., 2021). mRNA decay and translational regulation are fundamental events in oocyte meiotic maturation.

Accumulating evidence have shown that epigenetic modifications of mRNA are crucial for RNA biology (Yue et al., 2015; Kumar and Mohapatra, 2021), including translation (Meyer et al., 2015; Huang et al., 2018), splicing (Xiao et al., 2016), transport (Roundtree et al., 2017) and degradation (Wang et al., 2014; Huang et al., 2018). Two m6A readers, YTHDF2 and YTHDC1, have been reported to play an important role in mouse oocyte maturation. During meiotic progress, YTHDF2 binds and destabilizes m6A-modified transcripts (Ivanova et al., 2017), and YTHDC1 is required for alternative splicing in oocytes (Kasowitz et al., 2018). Another study demonstrated that deficiency of inosine RNA modification in GV-stage mouse oocytes impaired mRNA decay (Brachova et al., 2021). The newly described ac4C is the only known acetylation within mRNAs. It is widely distributed across the transcriptome and has an intrinsic role in promoting the stability and translational efficiency of mRNAs. Considering the large number of ac4C-targeted transcripts, it is believed that ac4C is an important component of epigenetic modulation (Arango et al., 2018; Dominissini and Rechavi, 2018). Although previous work has established that ac4C can impact mRNA stability and translation, the relationship of ac4C and oocyte maturation has not yet been demonstrated.

In this study, we described the down-regulated expression of ac4C during mouse oocyte maturation. We also assessed the expression of NAT10, the only known RNA acetyltransferase in mammals, and observed downward trends at both mRNA and protein levels. These results implicated that NAT10-mediated ac4C is potentially involved in the post-transcriptional modulation of oocyte maturation. We further reduced ac4C modification in GV-stage oocytes by NAT10 knockdown. The maturation rate of IVM significantly decreased, implying that NAT10-mediated ac4C is crucial for oocyte meiosis. We also performed NAT10 RIP-seq and high-throughput sequencing to determine the regulated genes. Combined analysis with acetylated transcripts showed a series of mRNAs that were potentially modulated by NAT10-mediated ac4C. The dysregulated genes were enriched in biological processes associated with oocyte maturation, including nucleosome assembly, chromatin silencing, chromatin modification and cytoskeletal anchoring. Although ac4C can promote mRNA stability and translation, we cannot clarify the exact impact that ac4C exerted on a certain transcript due to technical limitations.

Specifically, we identified ADCY3 as a transcript modulated by NAT10-mediated ac4C. ADCY3 is an important source of cAMP in GV oocytes, which maintains meiotic arrest (Khannpnavar et al., 2020). During oocyte maturation, ADCY3 is down-regulated, consistent with the trends of NAT10 and ac4C. Since ac4C promotes mRNA stability, we hypothesize that decline in NAT10 expression and ac4C modification results in degradation of ADCY3, leading to a decreased level of intracellular cAMP, ultimately contributing to stimulation of meiotic resumption. But with NAT10 knockdown, ADCY3 was abnormally reduced, resulting in retarded maturation. Previous reported data on the effects of ADCY3 deficiency were also inconsistent (DiLuigi et al., 2008; Xiong et al., 2017). Although accumulation of cAMP in oocytes is critical in maintaining meiotic arrest (Pan and Li, 2019), reduced cAMP level alone may not be sufficient to trigger meiosis. Instead, abnormally reduced ADCY3 and cAMP may even impair meiosis due to crosstalk and interaction of various signaling pathways. That explains the retarded maturation observed in our study.

Interestingly, ac4C modification is known to exist within mRNAs, but the results of NAT10 RIP-seq revealed that NAT10-binding sequences were enriched not only in exons but also in introns (Figure 3A). Results of NAT10 RIP-seq in another study (Zhang et al., 2021) also showed a peak within the intronic sequence of COL5A1 mRNA, and ac4C promoted the stability but not translation efficiency of COL5A1. Based on these results, it is established that NAT10 binds to intronic sequences, but it is not known whether NAT10 binding results in ac4C production in intronic regions of pre-mRNAs. It is possible that ac4C modification exists within pre-mRNAs and regulates gene expression by influencing stability rather than translation efficiency. Besides, non-coding RNAs like long non-coding RNA (lncRNA) can be produced by intronic and intergenic sequences. It is reported that the m6A writer METTL14 methylated and down-regulated lncRNA XIST in cancer cells (Wang et al., 2021). Similarly, ac4C may also modify and regulate non-coding RNAs, although its existence within non-coding RNAs have not been reported. At present, our knowledge of ac4C existence and functions is still limited. Further research and more data will help us get a clearer picture.

ac4C was first identified as an mRNA modification by Arango et al. (2018). As a recently identified mRNA modification, the regulation of ac4C remain largely unknown. ac4C production within mRNA, tRNA and 18s rRNA is catalyzed by NAT10 or its homologs across different species (Chimnaronk et al., 2009; Ito et al., 2014; Sharma et al., 2015; Arango et al., 2018). Although it is established that ac4C promotes mRNA stabilization and translation, the precise mechanisms by which ac4C modulates downstream cellular activities remain to be elucidated. Proteins specifically binding to ac4C modification have not been identified yet.

In the present study, we identified a series of proteins specifically binding to acetylated RNA probes by mass spectrometry and predicted a list of RBPs potentially binding to ac4C motifs by an online algorithm. Combined analysis demonstrated that TBL3 is a potential ac4C-binding protein. TBL3 is an 89-kDa protein, mainly located in the nucleus and known as an RNA-binding protein, which is involved in endonucleolytic cleavage in 5′-end of rRNA and rRNA processing (Gaudet et al., 2011; Castello et al., 2012). It is one of the core components in human small subunit processome, a 2.2MDa ribonucleoprotein complex, where rRNA precursors are processed and ribosomes are assembled and maturated (Wada et al., 2014). TBL3 contains WD40-repeats, which are conserved domains acting as structural platforms for macromolecular interactions (Wada et al., 2014). It is also reported that TBL3 affects the stem cell-associated functions, including tissue homeostasis, regeneration, and stem cell maintenance in both invertebrates and vertebrates (Labbe et al., 2012). Our results suggest that TBL3 preferentially binds to ac4C RNA. Although we confirmed their preferential binding by RNA pulldown using RNA probes of certain sequences, we cannot apply our results to other sequences. We also demonstrated TBL3 expression in oocytes by immunoblot. However, it remains to be determined whether TBL3 directly binds to ac4C sites or whether TBL3 mediates ac4C-exerted functions in oocytes. Therefore, further research is needed to clarify whether TBL3 interacts with the modification directly regardless of sequences, to determine the critical domain for binding, to explain the biological significance of TBL3 binding to ac4C RNA, and to investigate the role of TBL3 in oocytes.

As has been stated, our results suggest that NAT10-mediated ac4C modification is an important regulatory factor during oocyte maturation *in vitro*, by regulating genes associated with nucleosome assembly, chromatin silencing, chromatin modification and cytoskeletal anchoring. Furthermore, TBL3 is a potential ac4C-binding protein and may mediate downstream cellular activities. Still, we acknowledge some limitations to our study. First, due to technical limitations, we were unable to perform NAT10-RIP or acetylated RNA immunoprecipitation (acRIP) in oocytes. Thus, the dysregulated genes were identified in HEK293T cells, which may not reflect the conditions in oocytes. Second, since ac4C modification regulates gene expression by influencing mRNA degradation or translation, the transcript level of a certain regulated gene may remain constant. Transcriptome alone is not sufficient to illustrate the influence exerted by ac4C. We are searching for techniques revealing both transcriptome and ribosome-profiling of a single oocyte, which will enable us to illustrate the exact impact that ac4C exerts on a certain gene. Last, our data suggest that TBL3 preferentially binds to ac4C RNA probes, but cannot determine whether TBL3 binds to ac4C modification directly. More studies are required until it can be confirmed as an ac4C reader.

## Conclusion

In this study, we have documented the down-regulated expression of ac4C and NAT10 during meiotic maturation of mouse oocytes. NAT10 knockdown resulted in ac4C reduction and impaired mouse oocyte maturation *in vitro*. These results indicated that NAT10-mediated ac4C modification plays a critical regulatory role in oocyte meiotic maturation. In addition, we identified TBL3 as a potential ac4C-binding protein, through which ac4C may exert its function in downstream biological activities. Still, further research is required for confirmation.

## Data Availability Statement

The data presented in the study are deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/, accession number: GSE179429) and the PRIDE database (http://proteomecentral.proteomexchange.org/cgi/GetDataset, accession number: PXD027014).

## Ethics Statement

Animal experiments were approved by the Committee on the Ethics of Animal Experiments of The Sixth Affiliated Hospital, Sun Yat-sen University (ethical approval number: IACUC-2020120401).

## Author Contributions

XL funded this study. CZ, HZ, and XL conceived this study. YX, QG, YZ, JH, TW, JL, and QL performed the experiments. YX and CZ analyzed the data. YX wrote the manuscript. CZ and XL revised the manuscript. All authors contributed to the article, reviewed the manuscript, and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

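Gene expression was measured by sequencing in 3 libraries of HEK293T cells: RNA precipitated with an anti-NAT10 antibody from NAT10-overexpressed cells (NAT10 RIP), RNA of NAT10-overexpressed cells, and RNA of control cells, with 1 library per condition. The methods state that mRNA was isolated before cDNA synthesis, that reads were mapped to hg19 by Hisat2 with default settings, and that counts were converted to CPM and analysed in edgeR. The authors deposited the count of reads on each of 57905 genes in each library, without normalization, and the FPKM of each gene, which the authors computed from these counts, the summed exon length of the gene and the total count on genes. FPKM recomputed from the counts and the exonic lengths differed from the deposited FPKM by at most 0.005, their rounding. The paper's text does not name the counting tool, the annotation release, the strand setting, the dispersion or the normalization used in edgeR. Of the gene identifiers, 95.9% occur in the GENCODE annotation of hg19 (release 44 lifted over), and 100% of these overlap the same locus, so the coordinates in the authors' file are those of hg19. Gene types and GC content came from that annotation, and GO terms from the annotation columns of the authors' file.

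The total counts were 1355472, 15298256 and 12396908 in the NAT10 RIP, NAT10-overexpressed and control libraries, with reads on 21296, 25880 and 23927 genes. The 10 genes with the most reads held 12.5%, 4.44% and 8.92% of the counts, and the largest were RNA28S5 (5.67%), MT-CO1 (1.38%) and RPS2 (1.75%). Intervals are exact (Clopper-Pearson) binomial intervals at 95% confidence and cover counting error only. A count of 3 or fewer was taken as the floor, against which a fold is a lower bound.

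CPM was computed from library totals, since the methods name CPM and no normalization, and log2 ratios with a prior count of 1/8 read scaled to the library totals. RIP targets were genes with CPM of at least 1 in the NAT10 RIP library, IP/input of at least 2 and a p-value under 0.05, and differentially expressed genes had a p-value under 0.05 and a log2 fold change over 1 or under −1, with CPM of at least 1 in the higher library. P-values came from edgeR's exact test with a fixed dispersion. The dispersion of 0.09 was the value closest to the p-values of Supplementary Table 3 in both comparisons, with the libraries scaled to the log2 values of that table, and no p-value of a single gene is given, since the test compares 2 libraries and not the conditions. The log2 values of Supplementary Table 3 minus those from library totals were 0.153 for IP/input and −0.83 for NAT10 overexpression, and nearly constant over the 125 genes. The NAT10-overexpressed library served as the input. The tools were R (version 4.3.3), edgeR (4.0.16), DESeq2 (1.42.0, for size factors only), Python (3.11.15), numpy (2.4.6), pandas (2.3.3), scipy (1.17.1) and matplotlib (3.10.9).

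Gene lists were fixed before the data were examined: replication-dependent histone genes, polyadenylated histone genes, other non-polyadenylated RNAs, ribosomal protein genes, mitochondrial mRNAs, collagens and laminins, nuclear-retained lncRNAs, the 125 genes of Supplementary Table 3 with their division into 24 and 101 genes, and the 28 genes of Supplementary Table 4. A list's median log2 ratio over its genes with at least 10 reads over the 2 libraries was set against 10000 random lists of the same size, each gene replaced by 1 of the 100 genes nearest in mean expression, or by 1 of the 30 nearest in exonic length among 300 genes near in mean expression. The percentile describes these libraries and is no test of the conditions. List medians are relative to the median of all genes with at least 30 reads in each library. Genes named in the text were chosen by a rule set before the data were examined, which included NAT10, the genes of Supplementary Tables 3 and 4 and of the paper's functional annotation tables, ADCY1 to ADCY9, TBL3, the genes of the lists, and in each comparison the 5 genes with the largest rise and the 5 with the largest fall among genes with at least 30 reads in each library.

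On simulated counts with 200 genes changed 8-fold, the exact test called 194 of them, all in the right direction. It called 4.66% of 13933 unchanged genes. The share of changed genes called holds for changes of this size only. With 1 library per condition the dispersion of the deposited libraries is unknown, so 4.66% is no error rate for them. No separate rate was obtained for the low depth of the NAT10 RIP library. On simulated lists, the list of 200 changed genes stood at percentile 100, and 12 of 200 unchanged lists fell outside the middle 95%.

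The alternatives were TMM normalization, DESeq2 size factors, library totals without NAT10, histone, other non-polyadenylated and mitochondrial genes, other filters on CPM, the control library as the input, dispersions of 0.16, 0.04 and 0.01, a prior count of 2, random lists matched on exonic length, and stricter count minimums. The scaling of Supplementary Table 3 and a TMM normalization computed for each pair of libraries after a CPM filter were added after the data were examined. Reads by genomic region, the published ac4C transcripts and KEGG pathways of all targets were not analysed here, and experiments on oocytes, knockdown and proteins were outside these libraries.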

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

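The tests of poly(A) selection and of the exonic length of the ribosomal protein genes were chosen only after the results were seen. Every share below comes from 1 library, so none has a replicate check.

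RNA28S5 and RNA18S5, which the paper does not discuss as RIP targets, held 8.21% of the reads in the NAT10 RIP library (Clopper-Pearson 95% interval 8.16% to 8.26%), compared with 0.004% in the NAT10-overexpressed library and 0.046% in the control library. Other non-polyadenylated RNAs held 2.54% (2.52% to 2.57%), compared with 0.016% and 0.076%. Replication-dependent histone genes held 0.90% (0.889% to 0.920%), compared with 0.0071% and 0.045%. They were noticed because each share in the NAT10 RIP library was above that of both other libraries. The counts are not normalized, so a normalization by the authors has no part in these shares. Few reads per gene do not account for the position of the histone genes, since their median log2 IP/input was still 6.59 above that of all genes over the 7 genes with at least 30 reads in each library. A candidate explanation is that the NAT10-overexpressed library was selected on poly(A) and the NAT10 RIP library less so. If this were the whole cause, other non-polyadenylated RNAs would lie at least as far above all genes as the histone genes. This holds only if both groups were recovered alike and share no reads with other genes, which was not tested. With genes at the floor set to their bound, the other non-polyadenylated RNAs lay 4.15 above, compared with 7.35 for the histone genes. Among genes with at least 30 reads in each library, the other non-polyadenylated RNAs lay 9.14 above, compared with 6.59, over 7 genes each. The lower value of 4.15 is therefore no evidence for a binding of NAT10 to the histone mRNAs. The polyadenylated histone genes lay at −0.51. With 59 of the 96 other non-polyadenylated RNAs at the floor in either library, poly(A) selection and a binding of NAT10 to these RNAs cannot be told apart. An IgG library was not analysed here. The NAT10-overexpressed and control libraries also differed in these genes, since the replication-dependent histone genes had a median log2 ratio of the NAT10-overexpressed to the control library of −3.30 relative to all genes, and with the control library as the input their IP/input lay 3.97 above that of all genes.

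Ribosomal protein genes held 26.8% (26.78%, interval 26.76% to 26.81%) of the reads in the control library, compared with 6.46% in the NAT10-overexpressed library and 2.87% in the NAT10 RIP library. They were noticed because the paper does not report on them and the control library differed from the others. Their median log2 ratio of the NAT10-overexpressed to the control library was −2.81 relative to all genes. Of 10000 random lists matched on mean expression and exonic length, 0 had a median as low. Exonic length here is the summed exon length of the gene, such as 8153 bases for RPL37, and not the length of its mRNA. The test therefore cannot decide whether transcript length is the cause. A few genes did not hold most of the counts, since the 10 genes with the most reads made up 8.92% of the control library. Reads shared with ribosomal protein pseudogenes and a difference in how the libraries were prepared were not tested. An effect of NAT10 overexpression stays open and was not tested, since each condition has 1 library.

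At least 2 reads in the NAT10 RIP library and 0 reads in the other libraries were counted on 636 genes. They were noticed as a signal outside the genes that the paper discusses, in a library with fewer reads than the others. Of 29304 genes without reads in the NAT10-overexpressed and control libraries, 1965 had reads in the NAT10 RIP library, 3244 reads in all or 0.24% of that library. A background spread in proportion to exonic length would give reads per gene that rise with a log-log slope near 1. The slope over 10 groups of genes by length was 0.44 (95% interval from resampled genes 0.37 to 0.54), which argues against a proportional background as the whole cause. The limit at which a slope was read as away from 1 was set after the groups had been seen, and a background that is less than proportional to length stays open. No biological explanation was tested.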

How the results depend on the processing

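No paired analysis was possible because each condition has 1 library. For the same reason no library was left out and no other split of the samples was made. The alternatives were set before the data were examined, apart from the scaling of Supplementary Table 3 and TMM normalization for each pair of libraries after a CPM filter, which were chosen after seeing the data. Unless a cause is given, the cause was not tested.

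Of 191 alternative values of the main results, 133 kept their direction and their side of the threshold, or stayed within their counting error or within 1.5 times the main count. Another 57 moved further and 1 fell inside the middle 95% of random lists. None of these values, each taken alone, reversed, but the balance of up and down calls with NAT10 overexpression did, from 80.7% up with library totals to 40.9% with TMM normalization and 39.8% with DESeq2 size factors. For single genes and smaller lists, 333 of 546 alternative values stayed, 190 moved, 3 became weaker, 4 became stronger and 16 reversed.

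The number of genes with CPM of at least 1 and IP/input of at least 2 (3982) was 1384 when CPM of at least 1 was required in both libraries, 6742 without a filter on CPM, and 8235 with the control library as the input. The first pair of changes follows from the filter, which admits fewer or more genes. The number of RIP targets (1042) was 548 with the filter in both libraries, which admits fewer genes, 4190 with the control library as the input, 1883 with a dispersion of 0.04 and 1779 with 0.01. It was 750 with a dispersion of 0.16, and from 1096 to 1388 under the other scalings, each of which kept all of the 1042 genes. Each of these scalings raised log2 IP/input, so that the genes were kept by construction.

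Scaling moved the balance of up and down calls with NAT10 overexpression. With library totals, 7664 genes rose and 1933 fell at least 2-fold, and 5752 and 1377 also passed the exact test. With TMM normalization the 2-fold counts were 3346 and 3822, with DESeq2 size factors 3254 and 3911, with the scaling of Supplementary Table 3 3368 and 3802, and with TMM for each pair of libraries 3367 and 3804. The counts that also passed the exact test were 2046 and 2951, 1990 and 3008, 2062 and 2937, and 2060 and 2938 in the same order. These scalings lowered log2 ratios by a nearly constant amount, apart from genes with few reads, and the median of all genes moved from 0.80 to between −0.06 and −0.03. Without a filter on CPM, 13511 genes rose and 5648 fell at least 2-fold, since genes with very few reads are then included. With a dispersion of 0.16, 3621 and 912 genes passed the exact test.

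Among the 125 genes, the number of up-regulated genes (56) was 24 with TMM normalization, 23 with DESeq2 size factors, 24 with the scaling of Supplementary Table 3, 24 with TMM for each pair of libraries and 37 with a dispersion of 0.16. The number of down-regulated genes (5) was 11, 11, 10 and 10 under these 4 scalings. The number that met all RIP criteria (84) was 23 with a dispersion of 0.16, and from 90 to 125 under the other scalings. The position of the 125 genes in the change with NAT10 overexpression moved from percentile 99.64 to 67.41 when random lists were also matched on exonic length.

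With the control library as the input, the median log2 IP/input relative to all genes became 1.70 for the 125 genes, 3.28 for the 24 genes, 1.42 for the other 101 genes and 3.97 for the replication-dependent histone genes, and the log2 IP/input of ADCY3 became 4.10. With at least 30 reads in each library, the replication-dependent histone genes had medians of 6.59 in IP/input and −2.79 with NAT10 overexpression. The Spearman correlation with exonic length was 0.22 for IP/input and 0.50 for NAT10 overexpression among genes with CPM of at least 10 in both libraries, compared with 0.19 and 0.47.

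For NAT10, the log2 ratio between the NAT10-overexpressed and control libraries (5.96) was 5.12 with TMM normalization, 5.09 with DESeq2 size factors, 5.12 with the scaling of Supplementary Table 3 and 5.12 with TMM for each pair of libraries. Its log2 IP/input (0.34) was 0.53 with DESeq2 size factors, 0.49 with the scaling of Supplementary Table 3 and 0.49 with TMM for each pair of libraries. For ADCY3, the log2 ratio with NAT10 overexpression (2.91) was 2.08, 2.05, 2.08 and 2.08 under these 4 scalings.

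Values that reversed with the control library as the input were the median log2 IP/input of the mitochondrial mRNAs relative to all genes (0.65) and the log2 IP/input of CCDC183-AS1 (3.59), MT-ND4L (3.56), C4orf48 (−4.05), ENSG00000180096 (−2.64), CTD-2287O16.1 (−3.78), LRRC26 (−1.63) and CEBPB (−0.06). The log2 ratios with NAT10 overexpression of HSPE1 and EEF2 reversed with TMM normalization (−0.62 and −0.60), DESeq2 size factors (−0.64 and −0.62), the scaling of Supplementary Table 3 (−0.61 and −0.59) and TMM for each pair of libraries (−0.61 and −0.59), because these scalings lower log2 ratios by a nearly constant amount.

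The depth of the NAT10 RIP library limits the RIP targets. A single read there stands for 0.738 CPM, so the criterion of 1 CPM is met by 2 reads, and the median target had 17 reads. For 310 of the 1042 targets the input was at or below 3 reads, so that the size of their fold depends on the prior count.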

Differences from the paper's values

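The number of up-regulated genes among the 125 genes was 56 here and is 24 in the paper. Of the alternatives set before the data were examined, TMM normalization (24 genes) and DESeq2 size factors (23 genes) came within the paper's number, and the library totals without NAT10, histone, other non-polyadenylated and mitochondrial genes (59) and dispersions of 0.16 (37), 0.04 (68) and 0.01 (68) did not. The scaling of Supplementary Table 3 and TMM normalization for each pair of libraries, both chosen after seeing the values, gave 24 genes each.

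For ADCY3, the log2 ratio between the NAT10-overexpressed and control libraries was 2.91 here and is 2.08 in the paper's Supplementary Table 3. TMM normalization (2.08) and DESeq2 size factors (2.05) came within the paper's value, and the totals without listed genes (2.95) and a prior count of 2 (2.90) did not. The scaling of Supplementary Table 3 and TMM for each pair of libraries, both chosen after seeing the values, gave 2.08.

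The median log2 IP/input of the 125 genes was 1.39 here and 1.54 in the paper's table. DESeq2 size factors (1.57) came within the paper's value, and TMM normalization (1.42) and the totals without listed genes (1.41) did not. Both scalings chosen after seeing the values gave 1.54.

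The median log2 fold change of the 125 genes with NAT10 overexpression was 1.09 here and 0.26 in the paper's table. TMM normalization (0.25) and DESeq2 size factors (0.23) came within the paper's value, and the totals without listed genes (1.13) did not. Both scalings chosen after seeing the values gave 0.26.

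The paper counts 1296 RIP targets, compared with 1042 here. The scaling of Supplementary Table 3 and TMM for each pair of libraries, chosen after seeing the values, gave 1312 and 1306. The paper lists all 125 genes as RIP targets, and 84 of them passed the exact test here. All 125 passed with DESeq2 size factors, with dispersions of 0.04 and 0.01 and with the scaling of Supplementary Table 3, which was chosen after seeing the values. With TMM normalization 93 passed, with the totals without listed genes 90, and with TMM for each pair of libraries, also chosen after seeing the values, 124. ADCY3, a RIP target in the paper, did not pass the exact test with library totals, TMM normalization or the totals without listed genes, and passed with DESeq2 size factors and with the scaling of Supplementary Table 3, chosen after seeing the values. The terms chromatin silencing at rDNA, nuclear chromosome and histone binding, which the paper names as enriched, had 0, 0 and 2 RIP targets here, where 0.32, 1.14 and 2.56 were expected from the share of targets in the background. With the scaling of Supplementary Table 3, chosen after seeing the values, they had 0, 1 and 4 targets, where 0.44, 1.55 and 3.47 were expected. These counts are too small, and the annotation differs from that of the paper, so they show no difference from it.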

Other observations

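The tests of exonic length for the 24 and the 125 genes and the test of the shared library were chosen only after the results were seen.

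The log2 ratio of the NAT10-overexpressed to the control library rose with exonic length across 12475 genes, with a Spearman correlation of 0.47, where genes are not independent replicates. Its median went from −0.55 in the shortest of 8 length groups (median length 1529 bases) to 1.30 in the longest (11268 bases). GC content is not the whole cause, since the mean correlation within 10 groups of genes by GC content was 0.43 (0.33 to 0.61), nor are few reads per gene, since the correlation was 0.50 among genes with CPM of at least 10 in both libraries. A difference in RNA integrity or library preparation and an effect of NAT10 overexpression stay open and were not tested. Across 7041 genes, log2 IP/input rose with GC content (Spearman correlation 0.54) and with exonic length within GC groups (mean 0.44).

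The 125 genes lay 0.29 above all genes in the change with NAT10 overexpression, at percentile 99.64 of random lists matched on mean expression and at percentile 67.41 of lists matched also on exonic length. Their position is therefore in line with the exonic length of the genes. The 24 genes that the paper lists as up-regulated lay at percentile 100 of lists matched on length, but they were chosen for their rise in these libraries, so this test decides nothing about length. The NAT10-overexpressed library is the denominator of IP/input and the numerator of the change with NAT10 overexpression. In 100 draws of unchanged genes, genes chosen for a high IP/input had a median change with NAT10 overexpression of −0.65 (−0.70 to −0.57) relative to all genes. Chance values in the shared library lower the change of such genes, so they are not the cause of the rise of the 125 genes. The size of the drawn shift does not carry over to these libraries, since the Spearman correlation of the 2 log2 ratios was −0.48 in the draws and 0.06 across 7063 genes with at least 30 reads in each library.

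Of the 1042 RIP targets, 494 had under 1 CPM in the input. In 20 libraries of the same depth drawn from the proportions of the input, there were at most 8 such genes and at most 9 targets. These draws cover counting error only. Reads amplified from few molecules vary more, and these targets had a median of 5 reads in the NAT10 RIP library, so the low depth of that library stays open as a cause.

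The lists that belong to no claim are given as medians relative to all genes with their percentile among random lists matched on mean expression. In IP/input, the ribosomal protein genes lay at −1.33 (percentile 0), the mitochondrial mRNAs at −0.78 (2.07), the collagens and laminins at 0.39 (99.77) and the nuclear-retained lncRNAs at 0.91 (98.87). In the change with NAT10 overexpression, the mitochondrial mRNAs lay at 1.75 (percentile 100), the collagens and laminins at 1.77 (100), the nuclear-retained lncRNAs at −0.88 (19.04), the polyadenylated histone genes at −0.92 (12.92) and the other non-polyadenylated RNAs at 0.17 (56.56). For these other non-polyadenylated RNAs the median was −3.35 over the 7 genes with at least 30 reads in each library. Matched also on exonic length, the mitochondrial mRNAs stood at percentile 15.78 in IP/input, and the nuclear-retained lncRNAs at 89.63 in IP/input and 0.41 in the change with NAT10 overexpression. The other non-polyadenylated RNAs stood at percentile 97.6 in the change with NAT10 overexpression, with 33 of the 76 genes at the floor in either library.

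The paper studies TBL3 as a protein. TBL3 had 217 reads in the NAT10 RIP library, 1082 in the NAT10-overexpressed library and 1861 in the control library. With library totals, its log2 IP/input was 1.18 and it did not meet the RIP criteria. Its log2 ratio with NAT10 overexpression was −1.09 with library totals, or −1.89 relative to all genes. Calls for TBL3 under other scalings are not given here. The symbol of ENSG00000180096 stands as a date in the authors' file.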
